# Early life phenobarbital exposure dysregulates the hippocampal transcriptome

**DOI:** 10.3389/fphar.2024.1340691

**Published:** 2024-03-28

**Authors:** Seán Quinlan, Tahiyana Khan, David McFall, Carolina Campos-Rodriguez, Patrick A. Forcelli

**Keywords:** neonatal, seizure, phenobarbital, levetiracetam, toxicity

## Abstract

**Introduction:** Phenobarbital (PB) and levetiracetam (LEV) are the first-line therapies for neonates with diagnosed seizures, however, a growing body of evidence shows that these drugs given during critical developmental windows trigger lasting molecular changes in the brain. While the targets and mechanism of action of these drugs are well understood-what is not known is how these drugs alter the transcriptomic landscape, and therefore molecular profile/gene expression during these critical windows of neurodevelopment. PB is associated with a range of neurotoxic effects in developing animals, from cell death to altered synaptic development to lasting behavioral impairment. LEV does not produce these effects.

**Methods:** Here we evaluated the effects of PB and Lev on the hippocampal transcriptome by RNA sequencing. Neonatal rat pups were given a single dose of PB, Lev or vehicle and sacrificed 72 h later-at time at which drug is expected to be cleared.

**Results:** We found PB induces broad changes in the transcriptomic profile (124 differentially expressed transcripts), as compared to relatively small changes in LEV-treated animals (15 transcripts). PB exposure decreased GABAergic and oligodendrocyte markers *pvalb* and *opalin*, and increased the marker of activated microglia, *cd68* and the astrocyte- associated gene *vegfa*. These data are consistent with the existing literature showing developmental neurotoxicity associated with PB, but not LEV.

**Discussion:** The widespread change in gene expression after PB, which affected transcripts reflective of multiple cell types, may provide a link between acute drug administration and lasting drug toxicity.

## 1 Introduction

A large and growing body of evidence suggests that exposure to anti-seizure medications (ASMs) during defined and vulnerable periods of brain development induces long-lasting alterations in brain structure and function (Farwell et al., 1990; Ikonomidou et al., 2007; Meador et al., 2009; Meador et al., 2012; Meador et al., 2013; Forcelli et al., 2012a; Forcelli et al., 2012b; Al-Muhtasib et al., 2018). This is of particular concern for the treatment of neonatal seizures, which are often aggressively treated with AMSs. Phenobarbital (PB) and levetiracetam (LEV) are two of the most common therapies for neonatal seizures (Pressler et al., 2023). The most recent consensus guidance from the International League Against Epilepsy recommends PB as first line therapy, and LEV as a second-line therapy based on clinical evidence for efficacy. However, both clinical and preclinical evidence suggests that they have different safety profiles for the developing brain (Kim et al., 2007; Kaushal et al., 2016; Sharpe et al., 2020).

PB induces a profound increase in apoptosis in both developing grey and white matter when given to neonatal rats (Bittigau et al., 2002; Forcelli et al., 2011; Kaushal et al., 2016) or macaques (Ikonomidou et al., 2019; 2022). Levetericatam does not, even at doses several times those that are therapeutically relevant (Manthey et al., 2005; Kim et al., 2007). A single exposure to PB produces a disruption in synaptic development that far outlasts the period of drug exposure, reducing both excitatory and inhibitory synaptic connections in the striatum (Forcelli et al., 2012a), and hippocampus (Al-Muhtasib et al., 2018). Levetericatam does not. Both brief, and prolonged early postnatal exposure to PB produce robust and lasting deficits in learning and memory, sensorimotor gatings, and anxiety-like responses in rodents (Pick and Yanai, 1984; Pereira de Vasconcelos et al., 1990; Rogel-Fuchs et al., 1992; Frankel et al., 1995; Stefovska et al., 2008; Forcelli et al., 2012b; Bhardwaj et al., 2012; Gutherz et al., 2014). Phenobarbital also suppresses postnatal neurogenesis (Stefovska et al., 2008; Chen et al., 2009). LEV is less studied for behavioral teratogenesis, but existing evidence suggests that its profile is more benign (Manent et al., 2008; Ozyurek et al., 2010). Clinically, PB exposure in the early life period has been associated with reduced IQ (Farwell et al., 1990; Reinisch et al., 1995; Sulzbacher et al., 1999), and a metanalysis indicates better neurodevelopmental outcomes associated with LEV and compared to PB (Qiao et al., 2021).

How then, does acute drug exposure lead to long lasting changes in circuit function? One study has taken a proteomic approach and identified a set of changes in the cortical proteome immediately, 1 week, and 4 weeks following a single exposure to PB. Alterations in astrocyte markers, and synaptic proteins were observed, some lasting across time-points (Kaindl et al., 2008). A direct head-to-head comparison between a PB and LEV, has also yet to be performed. To address this gap, we turned to a transcriptomic approach. We compared the hippocampal transcriptome after a single exposure to PB, LEV, or vehicle in postnatal day (P)7 in rats. We found a robust and large set of differentially regulated genes in PB-exposed animals, and a smaller set of differentially regulated genes in LEV exposed rats 72 h after drug exposure. These data provide a link between acute drug effects, intermediate-term changes gene expression, and long term-changes in brain function.

## 2 Materials and methods

### 2.1 Drug treatments

Timed pregnant female Sprague Dawley (E15) rats were purchased from Envigo/Charles River, at postnatal day 7 (P7) male pups were weighed and randomly assigned to treatment group. Animals were purchased over two orders and one animal per litter was taken per treatment group, one for RNA sequencing and one for qPCR and immunofluorescent analysis. The P7 time point represents the period of peak vulnerability to drug-induced apoptosis (Bittigau et al., 2002) and roughly corresponds to the peak of the “brain growth spurt,” which equates to the late third trimester through early infancy in humans (Dobbing and Sands, 1979).

Treatments were balanced within litter. Animals were housed in the Division of Comparative Medicine in a temperature-controlled room (21°C) on a standard 12:12 h light-dark cycle (Lights on 0700). Dams had *ad libitium* access to food (LabDiet #5001) and water. Pups were treated with an intraperitoneal injection of LEV (200 mg/kg; 20 mg/mL), PB (75 mg/kg, 7.5 mg/mL) or vehicle (saline), and then returned to dam. LEV was purchased from Sigma-Aldrich (Product # L8668), as was phenobarbital (Product #1636). Animals were numbered using a marker on the back and tail, which was refreshed daily as needed until euthanasia (or weaning, see below).

For experiments in adult animals that received neonatal drug treatment, animals were treated as above, weaned into same-sex cages on postnatal day 21, ear tagged, and maintained in housing rooms until euthanasia at postnatal day 90.

This study was conducted under a protocol approved by the Georgetown University Animal Care and Use Committee (2016-1306) and in accordance with the Guide for the Care and Use of Laboratory Animals (National Research Council, 2011).

The dose of PB (75 mg/kg) falls at the high end of the anticonvulsant dose range in neonatal rats, induces neuronal apoptosis in developing rats, impairs both hippocampal and striatal synaptic development, and is associated with lasting behavioral changes (Kubova and Mares, 1991; Bittigau et al., 2003; Forcelli et al., 2011). Clinically, reports have found PB to be effective on a range of doses from 15 to 80 mg/kg (Kubova and Mares, 1991; Velísek et al., 1992; Polásek et al., 1996; Johne et al., 2021). On the basis of body surface area scaling the dose we used (75 mg/kg) would fall within the human 20–25 mg/kg bolus dose range (Tien et al., 2015). This dose produces plasma levels that fall within the human target range over a period of 24 h (Sanchez Brualla et al., 2023). Importantly, changes in transcriptome outlast the duration of drug action in our present study as the half-life of PB is ∼12 h.

The dose of LEV (200 mg/kg) was selected to fall at a supratherapeutic dose. This dose is expected to produce peak plasma levels in the range of 300 ug/mL, on the basis of studies in adult rats (Coles et al., 2023), which is well beyond peak levels typically observed in humans. However, LEV has a short half-life as compared to PB (e.g., ∼3 vs. 12 h). Thus, a single dose was expected to produce anti-seizure relevant effects for at least 12 h (4 half-lives). Moreover, given that prior studies have demonstrated that even supratherapeutic doses of LEV do not induce cell death or disrupt synaptic development (Manthey et al., 2005; Kim et al., 2007; Kaushal et al., 2016), this dose level provided the most robust test for a safety signal.

### 2.2 mRNA sequencing

At P10 pups were euthanized with overdose of sodium pentobarbital (Euthasol), transcardially perfused with cold PBS and hippocampi were dissected and placed in Trizol. Tissue was collected between 0900 and 1800, depending on the time of the initial treatment. Total RNA was extracted from the hippocampus using the Trizol method. RNA quantity was measured using a Nanodrop Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, United States). Only samples with an absorbance ratio at 260/280 between 1.8 and 2.2 were considered acceptable. RNA degradation was assessed using bio-analyzer, all samples sent for sequencing had an RNA Integrity Number (RIN value) > 9.0.

Samples were sent to Novogene ltd. (Ca.) for sequencing. 1 mg of RNA per samples was used to generate libraries using NEBNext Ultra RNA Library Prep Kit for Illumina^®^ (NEB, United States), the library preparations were sequenced on an Illumina platform (NovaSeq 6000) and 150 bp paired-end reads were generated for an average of 24.6 M reads per sample.

Bioinformatic analyses were performed by SQ and PAF using the PartekFlow bioinformatic platform (Chesterfield, MO). Raw reads were (fastq files) were processed for QA/QC assessment (removing adaptor sequences, poly-N reads and low-quality reads) and mapped to reference rat (*rattus norvegicus*, rn6) genome using the STAR (STAR 2.7.3a) method (Dobin et al., 2013). Aligned transcripts were quantified to the rn6 annotation model using the quantify to annotation model (Partek E/M) module in PartekFlow.

For cell-type specific gene lists, we drew GABA neuron genes from (Seol et al., 2023). We added Sst, which was included in their neuron list but not in the GABA neuron list, on the basis of its strong expression in a subpopulation of interneurons. The microglial and oligodendrocyte gene lists were drawn from the same source without alteration. We used a gene list encompassing the top 50% of genes identified as most selective for astrocytes from (McKenzie et al., 2018). The meta-analysis they performed for astrocyte gene lists was much more comprehensive. These lists were not used for quantitative analysis, but rather to highlight a subset of differentially expressed genes across common CNS cell types. The final transcript lists for each cell type are shown in Supplementary Table S1.

### 2.3 qPCR

For qPCR analyses, a separate cohort of animals were treated with ASMs at P7 and sacrificed at P10- as with RNA sequencing. Total RNA was extracted with Trizol as for RNA sequencing, and cDNA synthesized using SuperScriptIV (Invitrogen) and random hexamer primers as per the manufacturers protocol. PCR reactions were prepared in duplicate using a SensiFASTTM Probe No-ROX Kit mix (Bioline, Meridian BioScience, United States) and multiplexed analyses of multiple mRNA targets within the same reaction (i.e., *actb*, *gad1* and *pvalb*) with Fluorophore containing primers from Bio-Rad, in a Mic qPCR system (Bio Molecular Systems, Australia) (Supplementary Table S5). Cycle threshold (cT) was automatically determined and averaged across replicates by the cycler manager software (Bio Molecular Sciences). Fold changes were determined using the 2^−ΔΔCT^ method, with expression of all transcripts normalized to *actb* levels in the control group.

### 2.4 Immunofluorescence

Animals were anesthetized with pentobarbital (>100 mg/kg) and transcardially perfused with cold PBS, followed by 4% paraformaldehyde (PFA, 18,505, Ted Pella Inc.). Brains were extracted and post-fixed in PFA overnight. Following post-fixation, brains were cryoprotected overnight in 15% sucrose, and then overnight 30% sucrose in PBS before flash-freezing on dry ice.

Brains were sectioned at 30 μm on a cryostat (CM 1850, Leica Biosystems) and immediately mounted on charged slides. Sections were permeabilized in PBS +0.5% TritonX100 and then blocked in a solution of PBS +2.5% normal goat serum. Sections were incubated in primary antibody overnight (Supplementary Table S6). Slices were washed and then incubated at room temperature for 1 h with secondary antibodies (Supplementary Table S6) and coverslipped with Fluoromount mounting medium containing DAPI.

Fluorescent photomicrographs were collected on a Zeiss AxioScope M2 Microscope with an Apotome optical sectioning device using Microlucida software. Images were taken at ×10 magnification (1.124 mm^2^ region). For parvalbumin positive cell counting analyses, a ×10 image was taken of the hippocampus on 3–4 non-consecutive slices (90 μm apart) and counts within CA1, CA3, and dentate gyrus were averaged per individual brain. To provide a whole-hippocampus view for presentation purposes, hippocampal sections were also scanned using a Leica Mica workstation. For CD68 and Opalin fluorescent intensity analysis, 4–6 ×10 over-lapping images were taken of the corpus collosum from the CA1 to the CA3 regions on the hippocampus on 3–4 non-consecutive slices and results were averaged per individual sample. For GFAP fluorescent intensity analysis, one 10X image was taken on the apex of the CA1 and CA3 regions and one of the dentate gyrus/hilar regions of the hippocampus (representative images of the CA3 region only) and intensity was averaged over entire hippocampal region per brain slice, with 3–4 slices per sample. Histological analysis was performed while blind to treatment status of the animal.

### 2.5 Statistics

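The deposited counts include the excluded animal, which its label marks as excluded (VEH animal 7). Its total was 11928895 estimated counts, the fifth highest of the 14 VEH animals. 18S ribosomal RNA (Rn18s) took 2.42% of its counts (exact Clopper-Pearson 95% interval 2.41% to 2.43%, which covers counting error only). In the other 13 VEH animals this share lay between 0.853% and 1.23%. Its counts of the Y-linked transcripts Eif2s3y and Ddx3 were 115 and 204, while the 12 VEH animals other than animals 1 and 7 had 748 to 977 and 475 to 705. When this animal was kept, 68 transcripts were differentially expressed between PB and VEH in place of 79, and the number between PB and LEV fell from 76 to 34.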

For RNA sequencing, one sample from the control condition was excluded due to its average coverage (58.34) being double the samples (25.82–28.68), with the genomic coverage (4.939) half that of the rest of the samples (9.02–10.932). This resulted in final sample sizes for the groups of: VEH = 13, PB = 14, LEV = 14. 

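The deposited counts carry no batch normalization, and the paper's text does not name the animals of each batch. The sample labels carry 2 forms of code, one for animals 1 to 6 of each group and one for animals 7 to 14. With these series left in the log2 CPM, the second principal component held 10.3% of the variance and parted them completely. Animals 1 to 6 lay between -18.0 and -7.42 on it, and animals 7 to 14 between -0.62 and 20.4. The series was therefore used as the batch, as an additive term beside the treatment. Both series hold all 3 groups, with 6 animals of each group in the first and with 7 VEH, 8 PB and 8 LEV animals in the second.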

Data were batch-normalized using a linear model function in PartekFlow to remove both main effects of batch and batch-by-treatment interactions. Differential expression analysis on the normalized data was performed using DESeq2 package (Love et al., 2014) in PartekFlow (PB v VEH; LEV v VEH). *p*-values were adjusted with the Benjamini and Hochberg approach for controlling the False Discovery Rate (FDR). Transcripts found by DESeq2 with an adjusted *p*-value <0.05 and a fold change <1.25 were considered differentially expressed.

qPCR and immunofluorescence results were analyzed by one way analysis of variance with Holm-Sidak corrected post-tests in GraphPad Prism. *p*-values <0.05 were considered statistically significant.

## 3 Results

### 3.1 Quality control and clustering

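The data are estimated transcript counts from the hippocampi of rat pups injected on postnatal day 7 with vehicle, PB (75 mg/kg) or LEV (200 mg/kg), 1 library per animal. The authors aligned the reads to rn6, assigned them to RefSeq transcripts with the Partek E/M algorithm and deposited the estimated counts per transcript without normalization, 13.7% of which are not whole numbers. The counts were rounded here. Without the excluded animal, 13 VEH, 14 PB and 14 LEV animals were analysed. The totals per animal ranged from 9499492 to 14488134 counts in the VEH group (median 11712468), from 9586794 to 13140913 in the PB group (median 11103898) and from 10112050 to 12482915 in the LEV group (median 11338329).
The count table lists 15516 transcripts of 14304 gene symbols. For 830 symbols it lists more than 1 transcript, among which the algorithm divides shared reads, and 416 transcripts have the same values as another. The counts of such transcripts are therefore uncertain. Normalization was by edgeR's TMM method, and filterByExpr kept 13062 transcripts for testing. Differences between the groups were tested in one model of the 3 groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Transcripts with an adjusted p under 0.05 and a fold change of at least 1.25 in either direction were counted as differentially expressed, the limits the paper gives. Normalized counts are given as mean ± SD. In simulated counts with 200 transcripts changed 2-fold between PB and VEH, 192 of them (96%) were recovered and 2 unchanged transcripts passed. The simulated transcripts were independent and had no series effect. Smaller changes were not simulated, so the 96% is not the recovery near the 1.25-fold limit. The transcripts found between PB and VEH had a median absolute log2 fold change of 0.436.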

To identify changes following anti-seizure drug administration (PB or LEV vs. vehicle control, VEH), RNA sequencing was performed on hippocampi 72 h after drug treatment (Figure 1A). Pre-alignment quality assessment and control showed a minimum of 20 million reads of 150 base pair read length transcripts per sample, with average read quality >35.0. 

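The paper's figure counts sequenced reads before alignment, and the values here rest on the reads assigned to transcripts. The totals of the PB and LEV groups differed from those of the VEH group by less than the spread between animals (two-sided permutation tests, 100000 resamples, p = 0.364 for PB and p = 0.319 for LEV).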

Over 90% of aligned reads were uniquely paired. Principal component analysis (PCA) showed relatively clear clustering with the VEH and PB groups, however LEV group showed overlap with both PB and LEV groups (Figure 1B).

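The first principal component of the log2 CPM, with the series removed, held 19.5% of the variance and did not part the groups. Its scores were 4.75 ± 14.6 (SD, n = 13) in VEH, -2.14 ± 15.9 (n = 14) in PB and -2.27 ± 17.5 (n = 14) in LEV animals. Its largest loadings on one side were those of Ttr and other transcripts of choroid plexus, and the normalized count of Ttr ranged from 9.21 to 81378 over the 41 animals. The second component held 6.15%, with scores of -3.19 ± 7.79 in VEH, 7.06 ± 9.61 in PB and -4.10 ± 4.11 in LEV animals. Over the 9 two-sided permutation tests of 3 components and 3 pairs of groups, adjusted by Benjamini-Hochberg, it parted PB from VEH (p = 0.00242, adjusted p = 0.0109) and PB from LEV (p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 9e-05). The second component did not part LEV from VEH (permutation p = 0.725, adjusted p = 0.816). One PB animal, number 2, lay at 30.8 on this component.
In the distances between animals over all tested transcripts, the treatment accounted for 6.12% of the variance between PB and VEH (PERMANOVA, permutation p = 0.0342, 0.103 after Benjamini-Hochberg adjustment over the 3 pairs), which does not hold after adjustment. The share was 4.52% between LEV and VEH (permutation p = 0.197, adjusted p = 0.197) and 5.15% between PB and LEV (permutation p = 0.0908, adjusted p = 0.136). With only the 1000 most variable transcripts, the permutation p for PB and VEH was 0.146, and over the 5 alternatives it lay between 0.00253 and 0.146. With the animal number as a block, the adjusted p was 0.00759 for PB and VEH, 0.042 for LEV and VEH and 0.01725 for PB and LEV. The pseudo-F rose with it in each pair (from 1.63 to 2.34, from 1.18 to 1.69 and from 1.41 to 2.12). The paper used 1 animal of each litter per group, but the labels do not say whether the number is the litter. The permutations stayed within the series and not within the number. These smaller p values are therefore not taken as evidence that the groups differ. From the component plot, the paper states that VEH and PB clustered and that the LEV group overlapped with others.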

**FIGURE 1:**
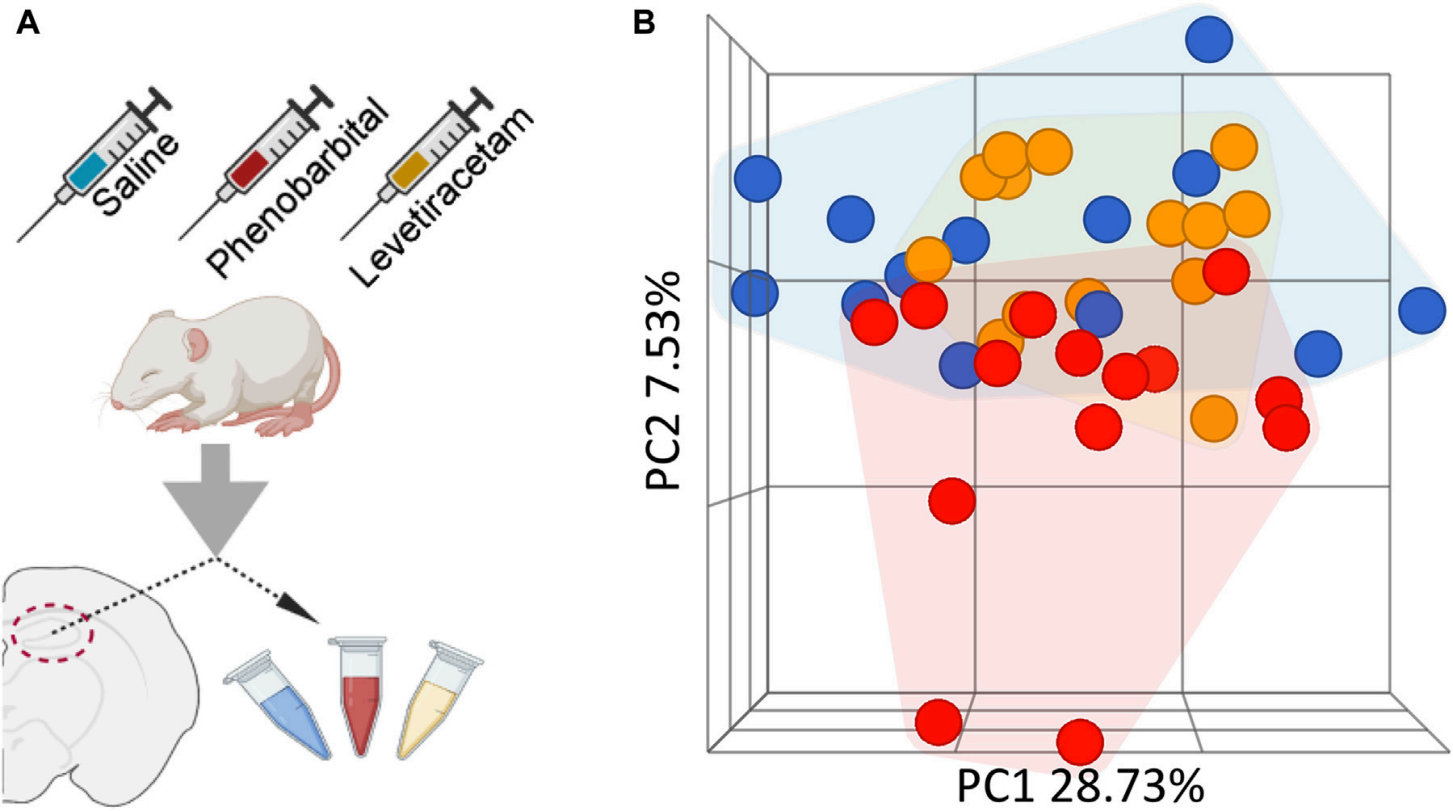
Overview of experimental design and processing. **(A)** Neonatal P7 Sprague Dawley pups treated with vehicle, PB or LEV. Schematic of P7 animals treated with drug and hippocampi harvested and RNA extracted and sequenced. **(B)** Principal component analysis of vehicle, PB and LEV treated animals.

### 3.2 Differential gene expression following ASM exposure

To identify significantly differentially expressed genes (DEGs) regulated by ASM treatment, we performed differential expression analysis using the DESeq2 package. Genes with fold change ± 1.25 and an adjusted *p*-value of 0.05 were considered differentially expressed. 

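Between PB and VEH, 79 of the 13062 transcripts were differentially expressed, 45 of them higher and 34 lower after PB, and they belong to 78 genes. Without the fold limit 704 transcripts had an adjusted p under 0.05, 252 of them higher and 452 lower, so the fold limit removed most of them and turned the balance of the directions. The smallest adjusted p among the 79 transcripts was shared by Nap1l5, Cygb and Slc7a10. Nap1l5 (chromosome 4 of rn6, 89149317 to 89151185) had a normalized count of 1802 ± 209.8 (SD, n = 14) after PB and 2334 ± 210.5 (n = 13) after VEH. Its log2 fold change was -0.37 (standard error 0.05, adjusted p = 5.08e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 14 of 14 PB animals lay below the VEH mean of their series. Ndrg4 (chromosome 19, 9766439 to 9777466) fell by 0.46 on the log2 scale (standard error 0.07, adjusted p = 0.000268, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 13 of 14 PB animals. Plxnb3 (chromosome X, 157015297 to 157028435) rose by 0.56 (standard error 0.10, adjusted p = 0.000898, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 13 of 14 PB animals.
The largest falls were those of the skeletal muscle transcripts Atp2a1 (log2 fold change -2.46) and Myh4 (-2.06), which were present mainly in VEH and LEV animals 1 to 6 and had similar low counts in all groups of animals 7 to 14. With each animal left out in turn, the count of differentially expressed transcripts lay between 52 (without PB animal 7) and 115 (without PB animal 5), and 36 of the 79 passed in each of the 41 fits. Over the alternatives with the same limits this count ranged from 17 in animals 1 to 6 alone to 168 in animals 7 to 14 alone. After subtraction of the batch and batch-by-treatment effects followed by DESeq2, the count was 120. Of the 79 transcripts, 73 are among the 124 of Supplementary Table S3. All 119 tested members of that list changed in the direction listed, and 117 had an unadjusted p under 0.05. The list was drawn from these same animals, so neither number is independent support.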

In PB-treated animals, 124 transcripts were significantly altered as compared to controls (80 upregulated, 44 downregulated; Figure 2A). By contrast, in LEV-treated animals, we identified only 15 transcripts that were significantly altered (6 upregulated, 9 downregulated; Figure 2B). 

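Between LEV and VEH, 0 of the 13062 transcripts passed both limits, and 763 had an unadjusted p under 0.05. The only transcript with an adjusted p under 0.05 was Gxylt1 (log2 fold change 0.19, standard error 0.04, adjusted p = 0.0350, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which stayed under the fold limit and is named because of its value. The 15 transcripts of Supplementary Table S4 were all tested and all changed in the direction listed, 14 of them with an unadjusted p under 0.05. They too were picked in these same animals, so this is not independent support. After subtraction of the batch and batch-by-treatment effects followed by DESeq2, 14 of the 15 passed both limits. With a batch-by-treatment term in the model 5 did, and DESeq2 on the unsubtracted counts gave 5. Animals 1 to 6 alone gave 170 differentially expressed transcripts and animals 7 to 14 alone 6.
Of the 15, Tpcn2 (chromosome 1 of rn6, 218419184 to 218448878) rose by 0.37 (standard error 0.08, adjusted p = 0.0743, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 13 of 14 LEV animals lay above the VEH mean of their series. The listed Dnmt3a transcript rose by 1.02 on the log2 scale, while the counts summed over the gene changed by -0.0163. Hfe changed by -0.05, with a standard error of 0.47. In 5 of the 15 the smaller of the changes in the 2 series was at least 50% of the larger, and in 3 (Hfe, Slc4a4 and one transcript of Slc1a2) the series changed in opposite directions.

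**Figure D1:**
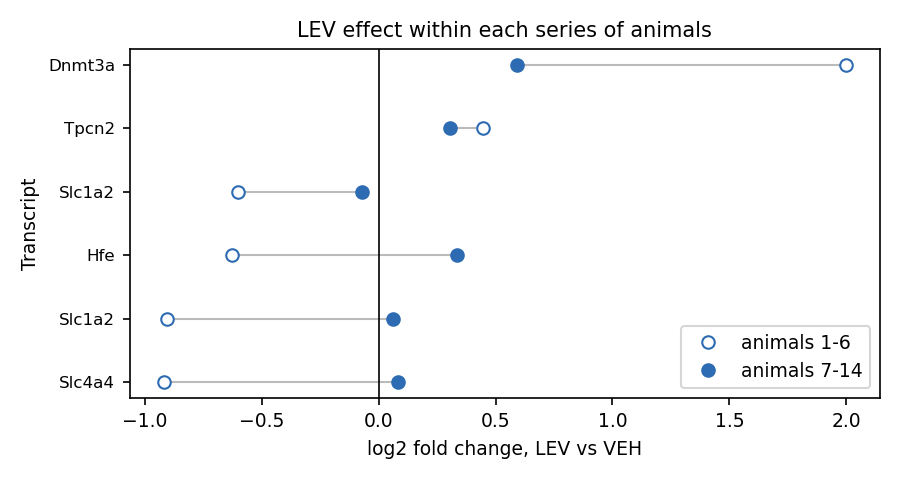
Log2 fold changes between LEV and VEH (horizontal axis) of the 6 of the 15 transcripts of Supplementary Table S4 that are named here (vertical axis, with 2 transcripts of Slc1a2), in animals 1 to 6 (open circles) and in animals 7 to 14 (filled circles). Dnmt3a lies at 2.00 in the first series and at 0.59 in the second, and Slc4a4 at -0.92 and 0.08.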

A heatmap showing the pattern of expression across groups is shown in Figure 2C. 

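PB and LEV animals were also compared directly, since a change past the limits after one drug only does not show that the drugs differ. Between PB and LEV 76 transcripts were differentially expressed, 37 higher and 39 lower after PB, and 581 had an adjusted p under 0.05 (218 higher and 363 lower after PB). The smallest adjusted p was that of Nap1l5 (log2 fold change -0.38, standard error 0.05, adjusted p = 3.56e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 14 of 14 PB animals below the LEV mean of their series. Rgs14 (chromosome 17 of rn6, 9777925 to 9792008) fell by 0.34 (standard error 0.05, adjusted p = 0.000163, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 14 of 14 PB animals. DESeq2 with its default filtering gave 36 transcripts, 31 of them among the 76. Without outlier handling or filtering it gave 91, with 74 of them among the 76.
Across the 13062 transcripts, which are not independent replicates, the PB and LEV log2 fold changes correlated (Pearson's r = 0.518, Spearman's rho = 0.379). Both contrasts use the same VEH animals, which alone gives such a correlation. In 100 simulations of unchanged groups against shared VEH animals the median r was 0.549 (range -0.0129 to 0.839), and 55 of the 100 were as high as the observed value. With the VEH animals split at random so that each drug had its own controls, the median r over 100 splits was 0.121 (range -0.110 to 0.212) and 91 were above 0. The paper states in the legend of Figure 2C that VEH and LEV had similar expression patterns, which differed from the pattern with PB.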

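Of the 20 transcripts in Table 1, 15 were tested, 13 had an unadjusted p under 0.05, and 8 passed both limits between PB and VEH (Opalin, Pvalb, Plek, Kcng4, Nnmt, Smoc2, Cfd and Cd68). Plek (chromosome 14 of rn6, 100151518 to 100184193) had a normalized count of 19.5 ± 5.53 (SD, n = 14) after PB and 33.0 ± 8.84 (n = 13) after VEH. Its log2 fold change was -0.75 (standard error 0.14, adjusted p = 0.000943, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 14 of 14 PB animals below the VEH mean of their series. Smoc2 (chromosome 1, 56242346 to 56373987) rose by 0.94 (standard error 0.23, adjusted p = 0.0118, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 13 of 14 PB animals. Cfd rose by 0.90 in 12 of 14 PB animals and Nnmt fell by 0.58 in 13 of 14, and they passed both limits in 25 (Cfd) and 22 (Nnmt) of the 41 fits that each left out one animal. Among the tested transcripts that did not pass were Septin1 (log2 fold change -0.62, lower in 12 of 14 PB animals), Paqr6 (-0.66, lower in 11 of 14) and Cplx3 (0.86, higher in 11 of 14), whose adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 0.0626 and 0.0789.
Hfe (chromosome 17, 43661276 to 43669328) had a normalized count of 17.7 ± 12.8 after PB, 18.6 ± 16.5 after LEV and 19.0 ± 15.1 after VEH, and 2 VEH and 2 LEV animals had a count of 0. Its log2 fold change was -0.13 (standard error 0.47, adjusted p = 0.906, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) after PB, and its sign changed when VEH animal 1 or 14 was left out. Fmo4 (chromosome 13, 80685386 to 80703576) had 11.2 ± 7.30 after PB and 9.96 ± 5.03 after VEH (log2 fold change 0.19, standard error 0.30). Ddx59 (chromosome 13, 53299872 to 53324825) had 19.2 ± 17.4 after PB and 6.88 ± 9.83 after VEH, with a count of 0 in 3 PB and 7 VEH animals, and a log2 fold change of 1.60 (standard error 0.68, adjusted p = 0.168, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its change was 4.37 in animals 1 to 6 and 0.30 in animals 7 to 14. Another, more abundant transcript of Ddx59 had a mean normalized count of 150 in PB, 154 in VEH and 146 in LEV animals (scaled with DESeq2's size factors). In the authors' deposited table the VEH mean of Hfe is 160, against 17.8 for PB and 17.2 for LEV.
Tnnt3, Ccrl2, Slc10a1, Impg2 and one Vegfa transcript of Table 1 had counts too low for the filter. Without it, Tnnt3 fell by 1.70 on the log2 scale and Ccrl2 by 0.99 after PB, each in 14 of 14 PB animals, with adjusted p values of 0.000936 and 0.0159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tnnt3 is a skeletal muscle transcript. Slc10a1 rose by 0.97 without the filter in 11 of 14 PB animals, with an adjusted p of 0.0824 from the same edgeR test with Benjamini-Hochberg adjustment.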

The top 10 up and downregulated genes for PB and LEV are shown in Table 1, 2. Full lists of transcripts are shown in Supplementary Table S2; differentially expressed transcripts following PB treatment are shown in Supplementary Table S3; differentially expressed transcripts following LEV treatment are shown in Supplementary Table S4.

**FIGURE 2:**
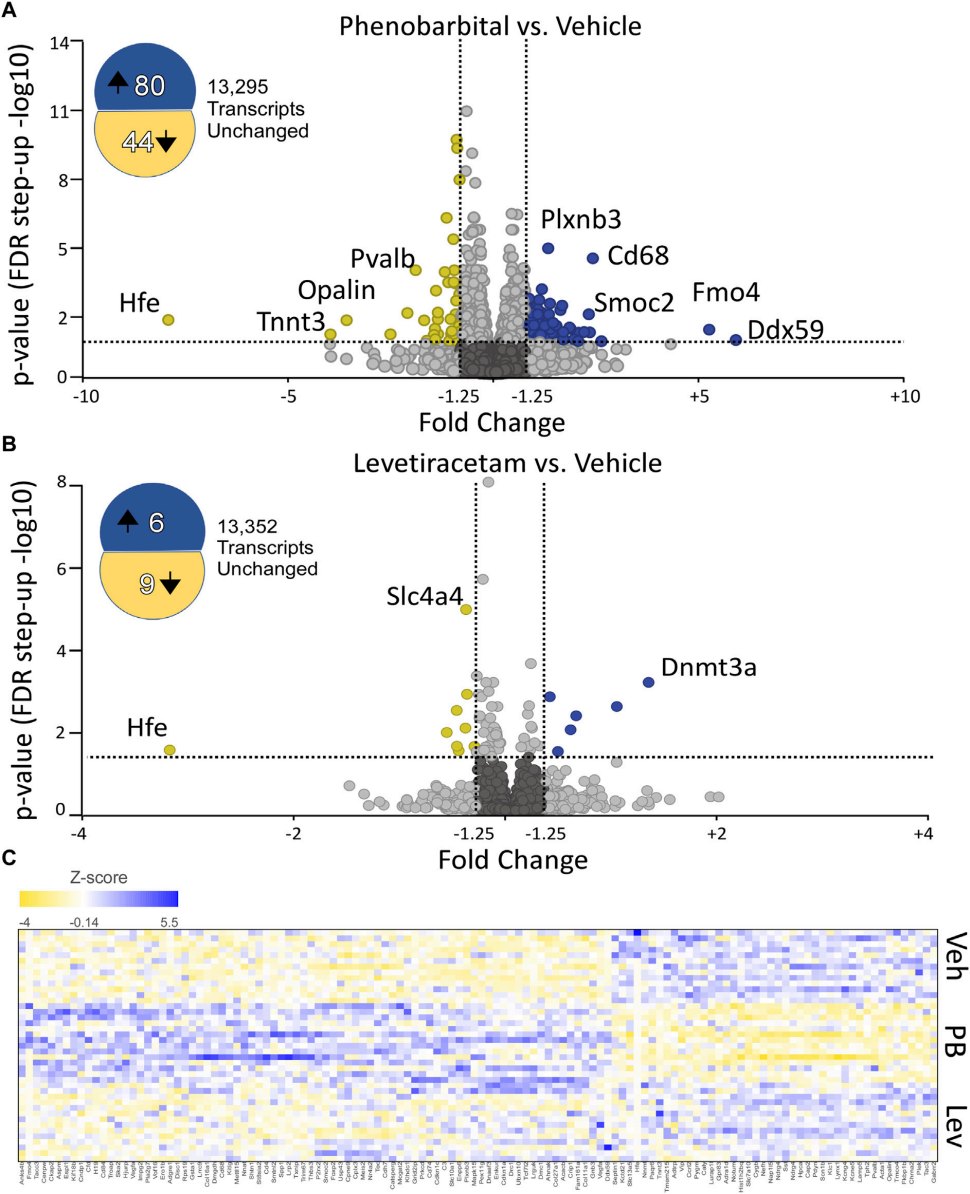
Phenobarbital robustly dysregulates the hippocampal transcriptome, while levetiracetam does not. **(A)** Volcano plot showing differential expression (PB vs. VEH). PB exposure resulted in 8- upregulated and 44 downregulated transcripts. FDR cutoff = 0.05, Fold change cutoff: -1.25 to 1.25. **(B)** Volcano plot showing differential expression (LEV vs. VEH). LEV exposure upregulated 6 transcripts and downregulated 9 transcripts. The top 10 up and downregulated genes for PHB and LEV are shown in Tables 1, 2. Full lists of transcripts are shown in Supplementary Table S2; differentially expressed transcripts following PB treatment are shown in Supplementary Table S3; differentially expressed transcripts following LEV treatment are shown in Supplementary Table S4. **(C)** Heatmap showing similar expression patterns between VEH and LEV, which differs from the pattern observed with PB.

**TABLE 1:** Top differentially expressed genes after PB exposure.

Top downregulated genes after PB exposure		
Gene symbol	P-Value	Fold change (PB vs Veh)
Hfe	1.81E-04	−8.98
Tnnt3	1.34E-03	−3.00
Opalin	1.87E-04	−2.69
Ccrl2	1.32E-03	−2.00
Pvalb	6.56E-05	−1.79
Plek	1.91E-07	−1.69
Kcng4	1.91E-04	−1.59
Paqr6	3.34E-03	−1.57
Septin1	3.92E-03	−1.54
Nnmt	1.47E-03	−1.49
Top upregulated genes after PB exposure		
Gene symbol	P-Value	Fold change (PB vs Veh)
Impg2	2.74E-03	1.73
Vegfa	3.56E-03	1.77
Cplx3	1.04E-03	1.78
Vegfa	9.33E-04	1.85
Smoc2	7.75E-05	1.91
Cfd	9.90E-04	1.92
Cd68	4.55E-08	1.96
Slc10a1	3.70E-03	2.08
Fmo4	6.97E-04	4.30
Ddx59	3.04E-03	5.15

**TABLE 2:** Top differentially expressed genes after LEV exposure.

Top downregulated genes after LEV exposure		
Gene symbol	P-Value	Fold change (PB vs Veh)
Hfe	1.42E-04	−9.31
LOC310926	3.38E-05	−1.51
Zbtb20	4.97E-06	−1.42
Rn18s	1.00E-04	−1.42
Pramef8	1.58E-04	−1.40
Slc1a2	2.15E-05	−1.34
Slc4a4	2.96E-09	−1.33
Grin2b	1.13E-06	−1.33
Slc1a2	1.04E-04	−1.26
Top upregulated genes after LEV exposure		
Gene symbol	P-Value	Fold change (PB vs Veh)
Tpcn2	1.58E-06	1.30
Fos	1.73E-04	1.37
Cpne9	2.61E-05	1.49
Npas4	7.50E-06	1.54
Pah	3.75E-06	2.02
Dnmt3a	4.55E-07	2.48
Tpcn2	1.58E-06	1.30

### 3.3 Pathway analysis

We next entered the differentially expressed transcripts into a gene set enrichment analysis against the KEGG pathway database (Kanehisa and Goto, 2000; Kanehisa et al., 2023). After adjusting for multiple comparisons, the only pathway with significant enrichment was the neuroactive ligand-receptor interaction pathway (rno04080) with an enrichment score of 9.3 (*adj. p-value =* 0.03) for differentially expressed genes in the PB treated group (Figure 3). 3.6% (11 of 305) of genes in the set were differentially expressed following PB treatment.

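The 11 genes of Figure 3 were all tested, and 9 fell and 2 (C3 and P2rx2) rose after PB. Of the 11, 7 passed both limits. Besides Sst, Tac3, Gpr83 and Pdyn these were Adra1d (chromosome 3 of rn6, 124129558 to 124145567), Gabrr2 (chromosome 5, 48303366 to 48341572) and Lynx1 (chromosome 7, 115982879 to 115988083). Lynx1 had a normalized count of 3825 ± 731 (SD, n = 14) after PB and 4837 ± 309 (n = 13) after VEH, a log2 fold change of -0.34 (standard error 0.07, adjusted p = 0.00370, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 14 of 14 PB animals lay below the VEH mean of their series. Adra1d fell by 0.34 (standard error 0.10, adjusted p = 0.0320, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Gabrr2 by 0.46 (standard error 0.14, adjusted p = 0.0492, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), each in 13 of 14 PB animals. Gabrr2 passed both limits in 12 of the 41 fits that each left out one animal. Chrna2 fell by 0.34 in 10 of 14 PB animals and P2rx2 rose by 0.51 in 12 of 14, with adjusted p values of 0.0995 and 0.0618 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of Chrna2 was -0.68 in animals 1 to 6 and -0.08 in animals 7 to 14. No KEGG gene set was used here, so the enrichment of the pathway was not recomputed.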

**FIGURE 3:**
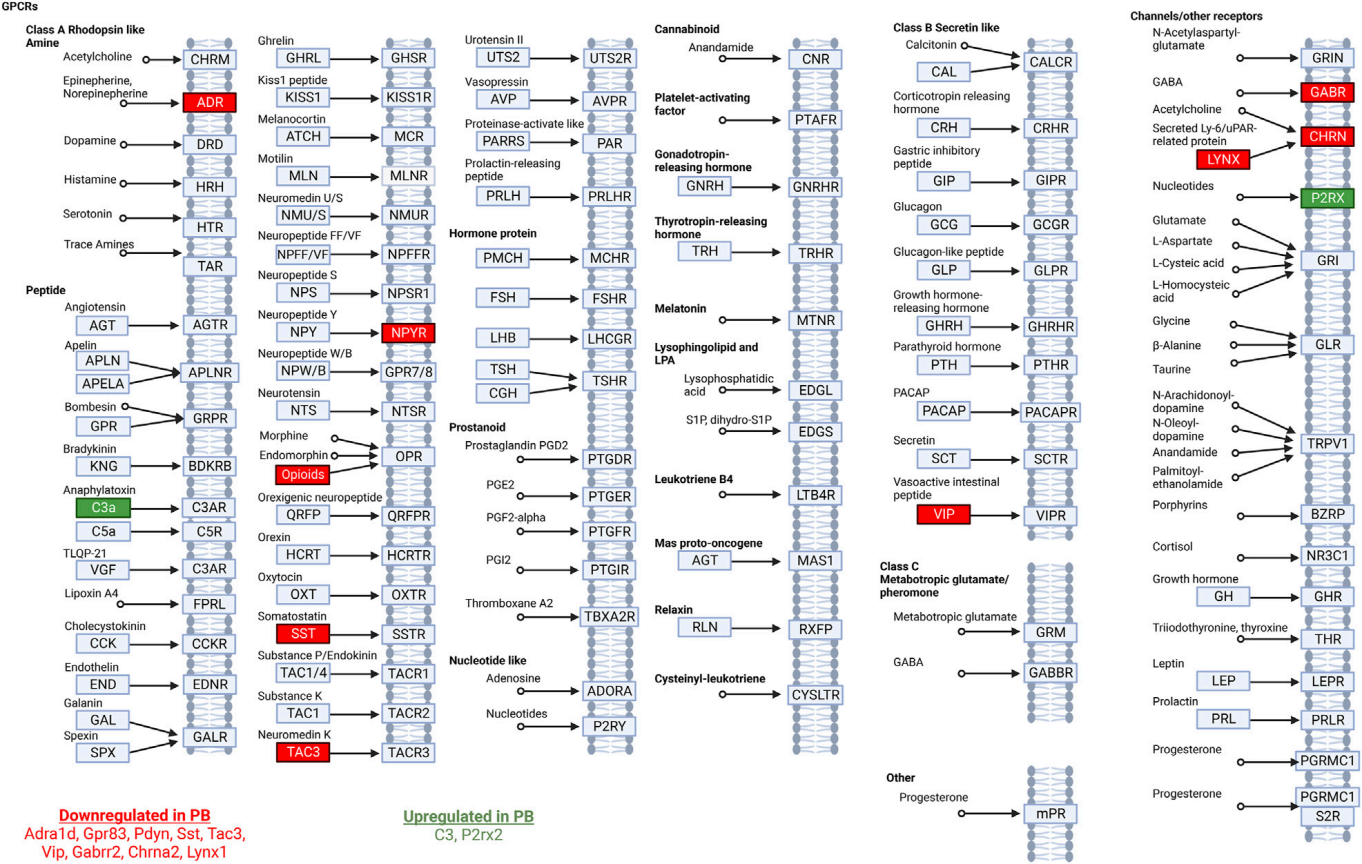
Neuroactive ligand-receptor interaction pathway analysis. Modified from the Kyoto Encyclopedia of Genes and Genomes ligand-receptor interaction pathway. Significantly DEGs in this pathway in animals treated with PB are listed at the bottom of the figure. Downregulated transcripts are shown in red and upregulated transcripts are shown in green.

### 3.4 GABAergic neuron associated transcripts are downregulated following PB treatment

We had previously reported altered GABAergic synaptic development in the hippocampus after exposure to PB (Al-Muhtasib et al., 2018). Given this prior finding, and the presence of GABA-neuron related genes in our KEGG analysis (above), we next sought to evaluate the impact of PB and LEV on GABAergic markers. Figure 4A shows a volcano plot with genes from a GABA neuron gene list for the PB condition (Supplementary Table S1). Four of 88 genes were downregulated in PB-exposed animals (Sst, Pvalb, Vip, Tac3). 

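All 88 transcripts of the GABA neuron list, which covers 76 genes, were tested, and 3 passed both limits between PB and VEH, all of them lower (Sst, Pvalb and Tac3). Adjusted over the list alone, 5 passed, with Vip and Rxfp1 in addition. Sst (chromosome 11 of rn6, 80358172 to 80359450) had a normalized count of 1584 ± 428 (SD, n = 14) after PB and 2079 ± 478 (n = 13) after VEH. Its log2 fold change was -0.38 (standard error 0.07, adjusted p = 0.00183, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 14 of 14 PB animals lay below the VEH mean of their series. Pvalb (chromosome 7, 119429018 to 119441488) had 37.9 ± 33.3 after PB and 66.6 ± 18.1 after VEH, a log2 fold change of -0.83 (standard error 0.22, adjusted p = 0.0188, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 13 of 14 PB animals below. The remaining PB animal had the highest Pvalb count of its group, 147, while the next highest was 58.4. The Pvalb change was -0.45 in animals 1 to 6, which include that animal, and -1.18 in animals 7 to 14, a difference that did not pass a test of the batch-by-treatment term (p = 0.102, adjusted p = 0.565, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tac3 (chromosome 7, 71023976 to 71030583) fell by 0.41 (standard error 0.12, adjusted p = 0.0410, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 12 of 14 PB animals, and passed in 26 of the 41 fits that each left out one animal. Vip (chromosome 1, 42169501 to 42177582) had 118 ± 25.7 after PB and 148 ± 27.2 after VEH, a log2 fold change of -0.32 (standard error 0.10, adjusted p = 0.0519, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 12 of 14 PB animals. Vip passed both limits in 6 of its 16 alternatives, over which its adjusted p ranged from 0.0177 to 0.386.
As a set, 74 of the 88 transcripts were lower after PB, with a median log2 fold change of -0.12, 24 had an adjusted p under 0.05 and 44 an unadjusted p under 0.05. The set test camera of limma with its preset correlation gave an adjusted p of 1.02e-11 (Benjamini-Hochberg over 4 lists and 2 drugs). With fry in place of camera the adjusted p was 0.000615, and with a correlation estimated from the data it was 0.0549. Of the 3 camera results under 0.05 in this family, the fall of this list after PB held under fry and no other did, and none held with the estimated correlation.

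**Figure D2:**
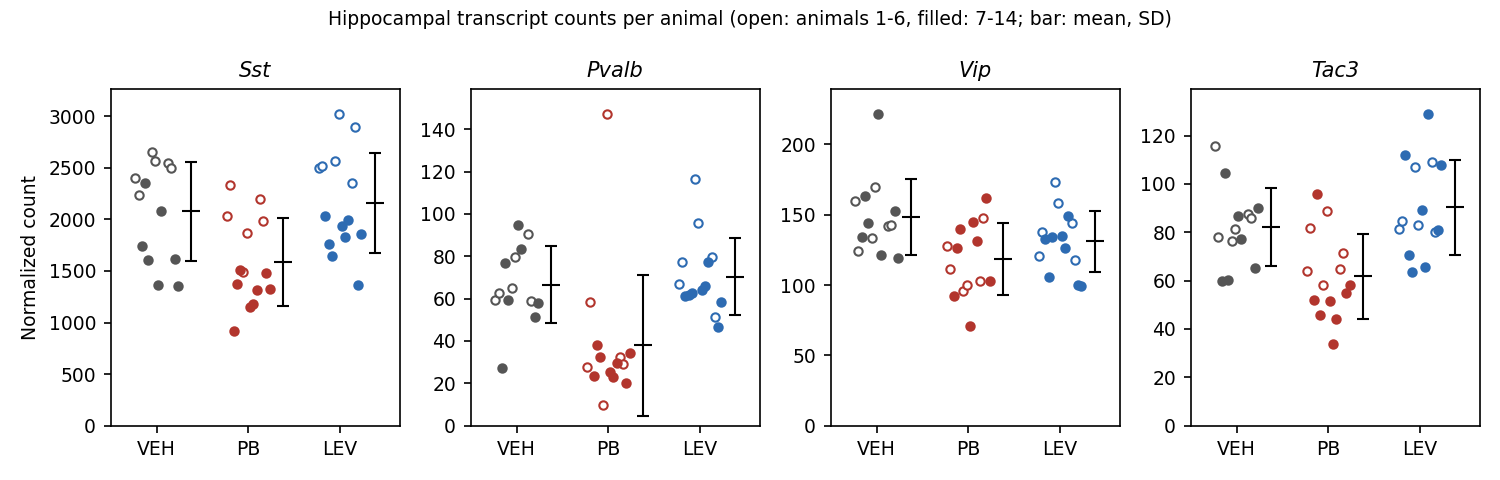
Normalized counts (vertical axes) of Sst, Pvalb, Vip and Tac3 in each VEH, PB and LEV animal, with animals 1 to 6 as open and animals 7 to 14 as filled circles, and the mean and SD of each group beside them. One PB animal lies at 147 for Pvalb and the other 13 at or below 58.4.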

Calb2 fell just under the fold-change cutoff (1.24) for increased expression in PB-exposed animals. 

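Calb2 (chromosome 19 of rn6, 41482743 to 41509618) had a normalized count of 951 ± 151 (SD, n = 14) after PB and 763 ± 149 (n = 13) after VEH. The fold change was 1.249 (log2 fold change 0.32, standard error 0.10, adjusted p = 0.0432, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the limit of 1.25, and 13 of 14 PB animals lay above the VEH mean of their series. It passed both limits in 14 of the 41 fits that each left out one animal and in 1 of 16 alternatives, over which its adjusted p ranged from 0.0153 to 0.413. In LEV animals the count was 894 ± 180 (n = 14).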

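Of the 88 transcripts of the GABA neuron list, 0 passed between LEV and VEH and 5 had an unadjusted p under 0.05. The smallest adjusted p was 0.791 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the set as a whole gave no shift with an adjusted p under 0.05 (camera, adjusted p = 0.697). A direct test of PB against LEV gave log2 fold changes of -0.46 for Sst (standard error 0.07, adjusted p = 0.000233), -0.91 for Pvalb (standard error 0.22, adjusted p = 0.0114) and -0.56 for Tac3 (standard error 0.12, adjusted p = 0.00609), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Vip the drugs did not differ by this test (log2 fold change -0.14, standard error 0.10, adjusted p = 0.454, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).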

No transcripts were altered in the LEV-exposed condition.

**FIGURE 4:**
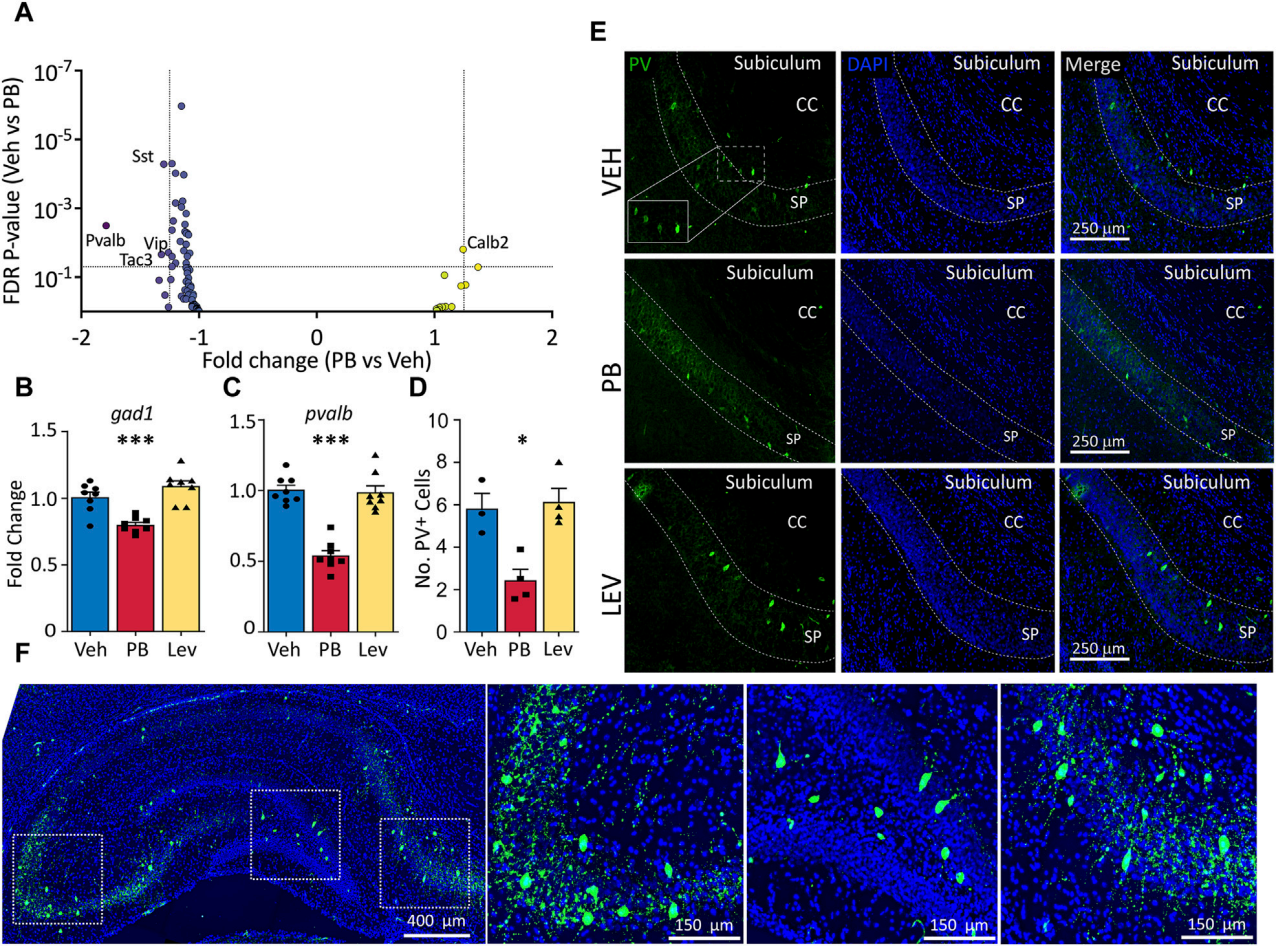
Specific decrease in pvalb GABAergic transcripts in PB, but not Lev treated animals. **(A)** Animals treated with PB, but not with LEV showed significant dysregulation of GABAergic neuron related genes. **(B,C)** qPCR analysis confirmed that PB treatment significantly reduced both general GABAergic marker *gad1* transcripts (One Way ANOVA, F_2,21_ = 18.97, *p*-value <0.0001, VEH vs. PB adj. *p*-value = 0.0007 with Holm-Sidak corrected) and reduction of *pvalb* transcripts (One Way ANOVA, F_2,21_ = 43.34, *p*-value <0.0001, VEH vs. PB adj. *p*-value <0.0001, Holm-Sidak corrected). **(D,E)** Representative photomicrographs of parvalbumin (left column) and DAPI (middle column) staining in the hippocampus in animals treated with vehicle (top row), PB (middle row) and LEV (bottom row). Animals treated with PB showed significantly lower levels of immunoreactivity compared to vehicle treated animals (One Way ANOVA, F_2,8_ = 11.3, *p*-value <0.0047, adj. *p*-value = 0.012, Holm-Sidak corrected). CC = corpus callosum, SP = stratum pyramidale of CA1. **(F)** Representative image showing the pattern of PV expression in a whole hippocampus section with enlarged views of subfields.

To verify our RNA-seq results we selected general markers of GABAergic cells (*gad1*) and specific markers of parvalbumin expressing GABA cells (*pvalb*) to evaluated by qRT-PCR (Figures 4B, C). *gad1* mRNA levels differed across groups (One Way ANOVA, F_2,21_ = 18.97, *p*-value <0.0001), an effect that was driven by a significant decrease in the PB-treated group (*p*-value = 0.0007, Holm-Sidak corrected). *gad1* mRNA levels did not differ between LEV and VEH treated animals (*p*-value = 0.103, Holm-Sidak corrected). We observed a similar pattern with *pvalb* mRNA, with the difference among the groups (One Way ANOVA, F_2,21_ = 43.34, *p*-value <0.0001), driven by a downregulation in the PB treated animals (*p*-value <0.0001, Holm-Sidak corrected).

To determine if PB causes a reduction in *pvalb* transcripts only, or if this decrease was also associated with changes at the protein level, we performed immunofluorescence of parvalbumin and analyzed the number of expressing cells in the hippocampus (average of CA1, CA3, DG; Figures 4D, E). Similar to our PCR results, we found a significant difference amongst the groups (One Way ANOVA, F_2,8_ = 11.3, *p*-value <0.0047), which was driven by a significant decrease in the number of PV^+^ cells compared to the VEH group (*p*-value = 0.012, Holm-Sidak corrected). LEV treated animals did not differ from VEH treated controls (*p*-value = 0.736, Holm-Sidak corrected).

### 3.5 Microglial-enriched genes

Given that CD68, a membrane protein expressed in *activated* microglia, was upregulated in following PB treatment, and PB treatment robustly triggers cell death, which in turn may activate microglia, we further analyzed the effects of ASMs on microglial enriched genes. 

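Of the 266 different transcripts on the microglia list, 251 were tested. Between PB and VEH 3 passed both limits, all higher after PB (Cd68, Cd4 and Cd74), 3 passed adjusted over the list alone, and 42 had an unadjusted p under 0.05. Cd4 (chromosome 4 of rn6, 157383052 to 157408177) had a normalized count of 66.9 ± 21.2 (SD, n = 14) after PB and 45.0 ± 8.78 (n = 13) after VEH, a log2 fold change of 0.55 (standard error 0.13, adjusted p = 0.0106, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd74 (chromosome 18, 56071478 to 56080852) had 30.1 ± 10.4 after PB and 19.8 ± 4.35 after VEH, a log2 fold change of 0.61 (standard error 0.17, adjusted p = 0.0238, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For both, 12 of 14 PB animals lay above the VEH mean of their series. Cd84 (chromosome 13, 90260783 to 90277669) had 14.1 ± 5.19 after PB and 8.70 ± 3.61 after VEH, a log2 fold change of 0.67 (standard error 0.22, adjusted p = 0.0703, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 12 of 14 PB animals. It passed both limits in 1 of its 15 alternatives, over which its adjusted p ranged from 0.0401 to 0.448. The list as a set gave no shift with an adjusted p under 0.05 (camera, adjusted p = 0.129), with 151 of its transcripts higher after PB.

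**Figure D3:**
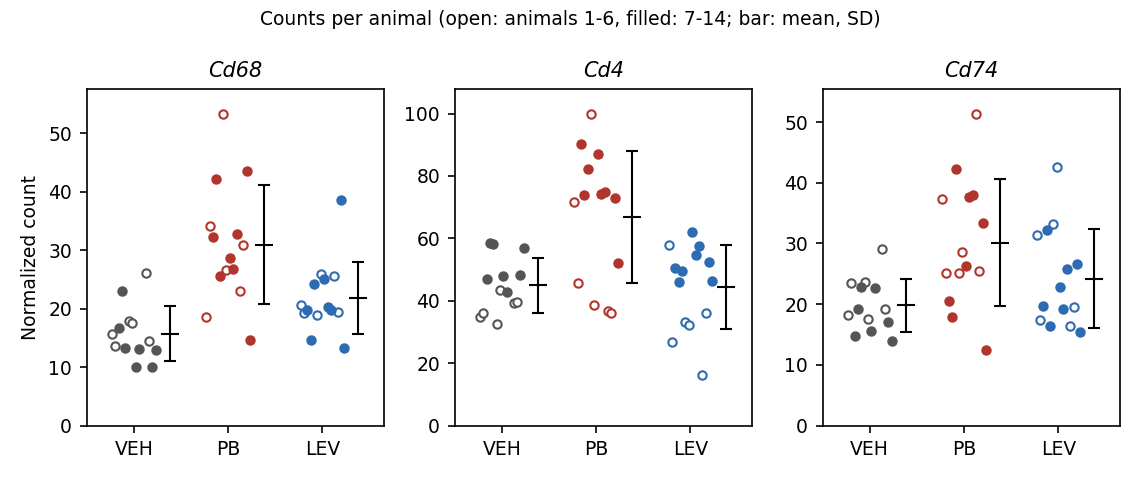
Normalized counts (vertical axes) of Cd68, Cd4 and Cd74 in each VEH, PB and LEV animal, with animals 1 to 6 as open and animals 7 to 14 as filled circles, and the mean and SD of each group beside them. The Cd68 counts of the PB animals lie between 14.6 and 53.3.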

We examined a curated list of 267 genes enriched in microglia (Supplementary Table S1), and found that five transcripts that were differentially regulated (*Cd68, Cd4, Cd74, C3, and Cd84*). 

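Cd68 (chromosome 10 of rn6, 56268726 to 56270606) had a normalized count of 30.9 ± 10.2 (SD, n = 14) after PB and 15.7 ± 4.68 (n = 13) after VEH. Its rise on the log2 scale was 0.97 (standard error 0.17, adjusted p = 0.000640, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest among the transcripts of the list that passed both limits. All 14 PB animals lay above the VEH mean of their series, and Cd68 passed in each of the 41 fits that left out one animal. The change was 0.83 in animals 1 to 6 and 1.11 in animals 7 to 14.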

*Cd68* displayed the largest fold change from this list (+1.97, adj. *p*-value <0.0001) following PB exposure (Figure 5A). No transcripts from the list were differentially expressed in LEV exposed animals.

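In LEV-treated animals 0 of the 251 tested transcripts of the microglia list passed and 13 had an unadjusted p under 0.05, one of which was Cd68. Its normalized count after LEV was 21.8 ± 6.11 (SD, n = 14), a log2 fold change from VEH of 0.47 (standard error 0.17, unadjusted p = 0.00930, adjusted p = 0.687, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Cd68 values of PB and LEV animals differed by 0.50 on the log2 scale (standard error 0.16, adjusted p = 0.0594, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which does not pass the limit.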

**FIGURE 5:**
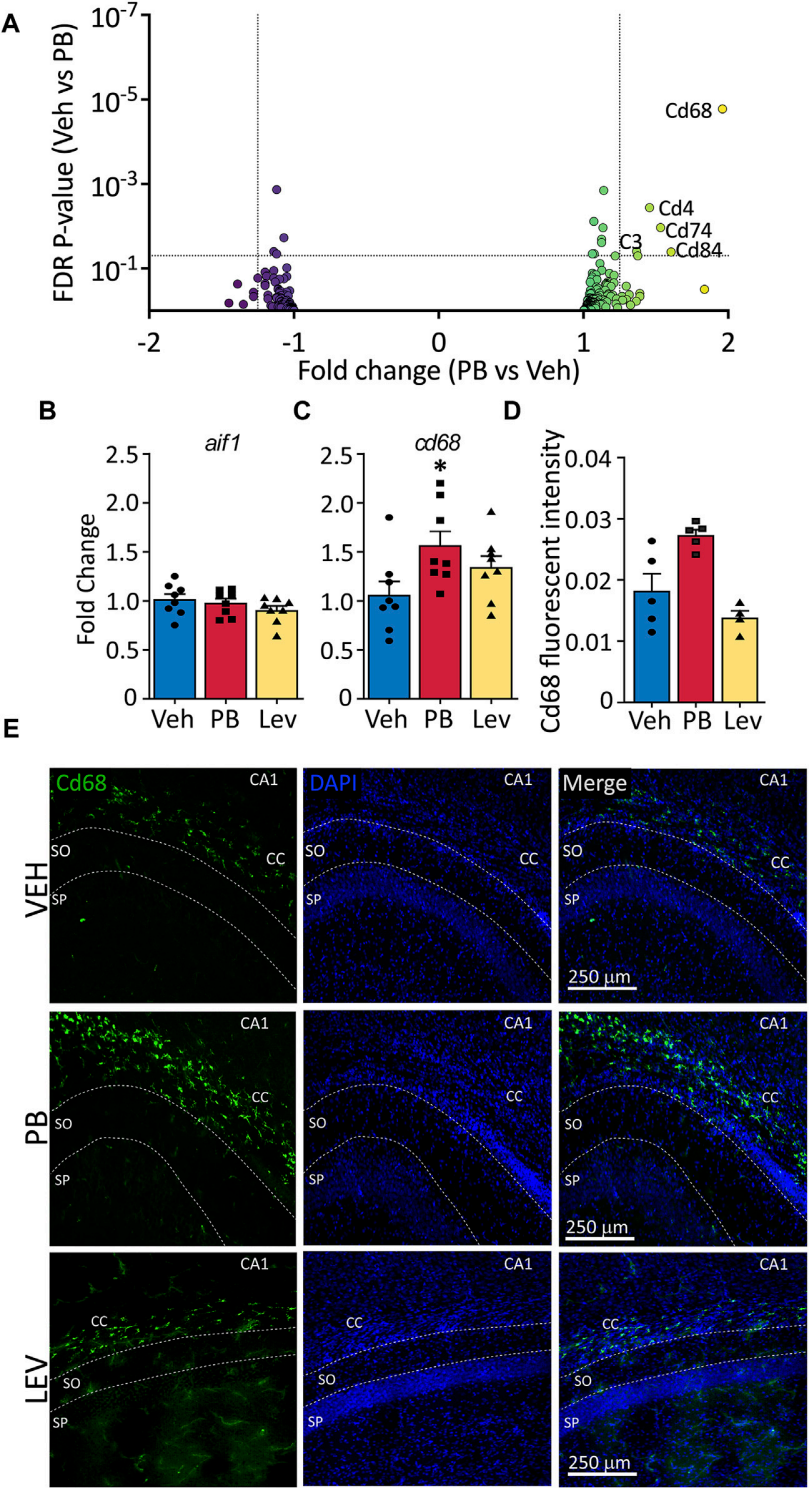
The activated microglia marker cd68 is increased following ASM treatment **(A)** Volcano plots of microglial associated genes. PB treated animals showed increased levels of the activated microglial marker, CD68, however no significant changes in any microglial markers were observed in the LEV treated group. **(B)** The general microglial marker *aif1* (iba1) was unchanged in both PB and LEV animals when analysed by qPCR. **(C)** *cd68* transcripts were increased in PB but not LEV treated animals (One Way ANOVA *p*-value = 0.048, F_(2, 21)_ = 3.53. VEH vs. PB adj. *p*-value = 0.029). **(D,E)** Representative photomicrographs of CD68 (left column) and DAPI (middle column) staining in the corpus collosum in animals treated with vehicle (top row), PB (middle row) and LEV (bottom row). Animals treated with PB showed increased CD68 immunofluorescent intensity in the CC when compared with VEH (One Way ANOVA *p*-value = 0.0015, F_(2, 11)_ = 12.36, VEH vs. PB adj. *p*-value = 0.016), while there was no difference between LEV and VEH animals. SP = stratum pyramidale of CA1, SO = stratum oriens of CA1. CC = corpus callosum.

To confirm RNA-seq results we performed qRT-PCR on general microglial marker *Aif1* (Iba1) (Figure 5B) and activated microglial marker *Cd68* (Figure 5C). We found no difference in *Aif1* transcript levels in either PB or LEV animals as compared to VEH treated animals (One Way ANOVA, F_2,21_ = 1.287, *p*-value = 0.297). However, we found significant differences between groups for *Cd68* transcript levels (One Way ANOVA, F_2,21_ = 3.53, *p*-value = 0.0476). This difference was driven by a significant increase in the PB group when compared to the VEH group (*p*-value = 0.0296, Holm-Sidak corrected). *cd68* levels in LEV treated animals did not differ from those in VEH treated animals (*p*-value = 0.153).

We performed immunofluorescence for CD68 and found a significant difference in hippocampal CD68 fluorescence intensity between groups (One Way ANOVA, F_2,11_ = 12.36, *p*-value = 0.0015), an effect that was driven by a significant increase in the PB exposed group (*p*-value = 0.016, Holm-Sidak corrected; Figures 5D, E).

### 3.6 Astrocyte-enriched genes

Astrocytes are a major cell glial type in the CNS; while astrocytes have not been directly linked to developmental toxicity of anti-seizure medications, they play a critical role in regulating synaptic transmission as part of the tripartite synapse, and the developmental trajectory of glutamatergic neurotransmission is altered following even a single exposure to PB. 

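Of the 440 different transcripts on the astrocyte list, 423 were tested. Between PB and VEH 8 passed both limits, 4 higher and 4 lower after PB, and the same number passed adjusted over the list alone. An unadjusted p under 0.05 was found for 104. The list as a set gave no shift with an adjusted p under 0.05 (camera, adjusted p = 0.294), with 208 transcripts higher and 215 lower after PB. The smallest adjusted p was that of Slc7a10 (chromosome 1 of rn6, 91433030 to 91448567), which had a normalized count of 316 ± 48.7 (SD, n = 14) after PB and 406 ± 28.98 (n = 13) after VEH. Its log2 fold change was -0.36 (standard error 0.05, adjusted p = 5.08e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 14 of 14 PB animals. With each animal left out in turn, between 5 (without VEH animal 8) and 10 (without VEH animal 9) transcripts of the list passed.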

We evaluated a gene list enriched in astrocytes (Supplementary Table S1) and found 13 of 441 were differentially expressed following PB treatment (Figure 6A). Eight transcripts were increased following PB: two *Vegfa* transcripts (variant 7: NM_001287113; variant 9 (non-coding): NR_105011), as well as *Fmo4, Impg2, Pla2g7, Lrrc9, Meis2* and *Col16a1.* Six transcripts were decreased in expression afer PB exposure: *Slc7a10, Slc13a5, Kcne5, Paqr6, and Kcng4.* In the LEV-exposed group, four transcripts (*slc4a4* - NM_053424 and *slc1a2* - NM_001302089 and NM_001035233; and *Zbtb20* - NM_001105880) were downregulated relative to the VEH exposed group, since so few transcripts were differentially regulated with LEV, no volcano plot is shown for that condition.

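Of the transcripts named as increased, Meis2, Col16a1 and Pla2g7 passed both limits. Meis2 (chromosome 3 of rn6, 107560197 to 107760590) had a normalized count of 620 ± 125 (SD, n = 14) after PB and 455 ± 86.0 (n = 13) after VEH, a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.0125, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 13 of 14 PB animals. Col16a1 rose by 0.35 (standard error 0.08) in 14 of 14 and Pla2g7 by 0.51 (standard error 0.15) in 13 of 14, with adjusted p values of 0.00581 and 0.0345 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lrrc9 rose by 0.50 (standard error 0.18, adjusted p = 0.0894, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in 12 of 14, and Fmo4, also named, did not pass. The non-coding Vegfa transcript (variant 9, chromosome 9, 17340341 to 17355681) had 39.4 ± 19.8 after PB and 23.5 ± 13.7 after VEH, a log2 fold change of 0.82 (standard error 0.30, adjusted p = 0.0962, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 9 of 14 PB animals. Variant 7 (11.3 ± 6.21 after PB and 5.69 ± 3.78 after VEH) and Impg2 (11.3 ± 3.36 and 6.90 ± 4.05) were under the filter on low counts. Without the filter variant 7 rose by 0.92 and Impg2 by 0.72, with adjusted p values of 0.0243 and 0.0950 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 13 (variant 7) and 11 (Impg2) of 14 PB animals.
Of the transcripts named as decreased, Slc7a10, Slc13a5, Kcne5 and Kcng4 passed both limits and Paqr6 did not. Slc13a5 (chromosome 10, 58810054 to 58833891) fell by 0.39 (standard error 0.08, adjusted p = 0.00413, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Kcne5 (chromosome X, 113583844 to 113584460) by 0.54 (standard error 0.14, adjusted p = 0.0144, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), each in 14 of 14 PB animals. Kcng4 (chromosome 19, 52270907 to 52282878) fell by 0.65 (standard error 0.17, adjusted p = 0.0198, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 14 of 14 PB animals.
After LEV 0 of the 423 transcripts passed and 55 had an unadjusted p under 0.05, and 1 (Zbtb20) passed adjusted over the list alone. Slc4a4 (chromosome 14, 20480128 to 20816589) had a normalized count of 607 ± 201 after LEV and 738 ± 109 after VEH, a log2 fold change of -0.35 (standard error 0.10, adjusted p = 0.53, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 10 of 14 LEV animals below the VEH mean of their series. The Slc1a2 transcripts changed by -0.39 and -0.32 and Zbtb20 by -0.50. As a set, the list was lower after LEV (camera, adjusted p = 0.000435), which did not hold under fry (adjusted p = 0.1497).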

**FIGURE 6:**
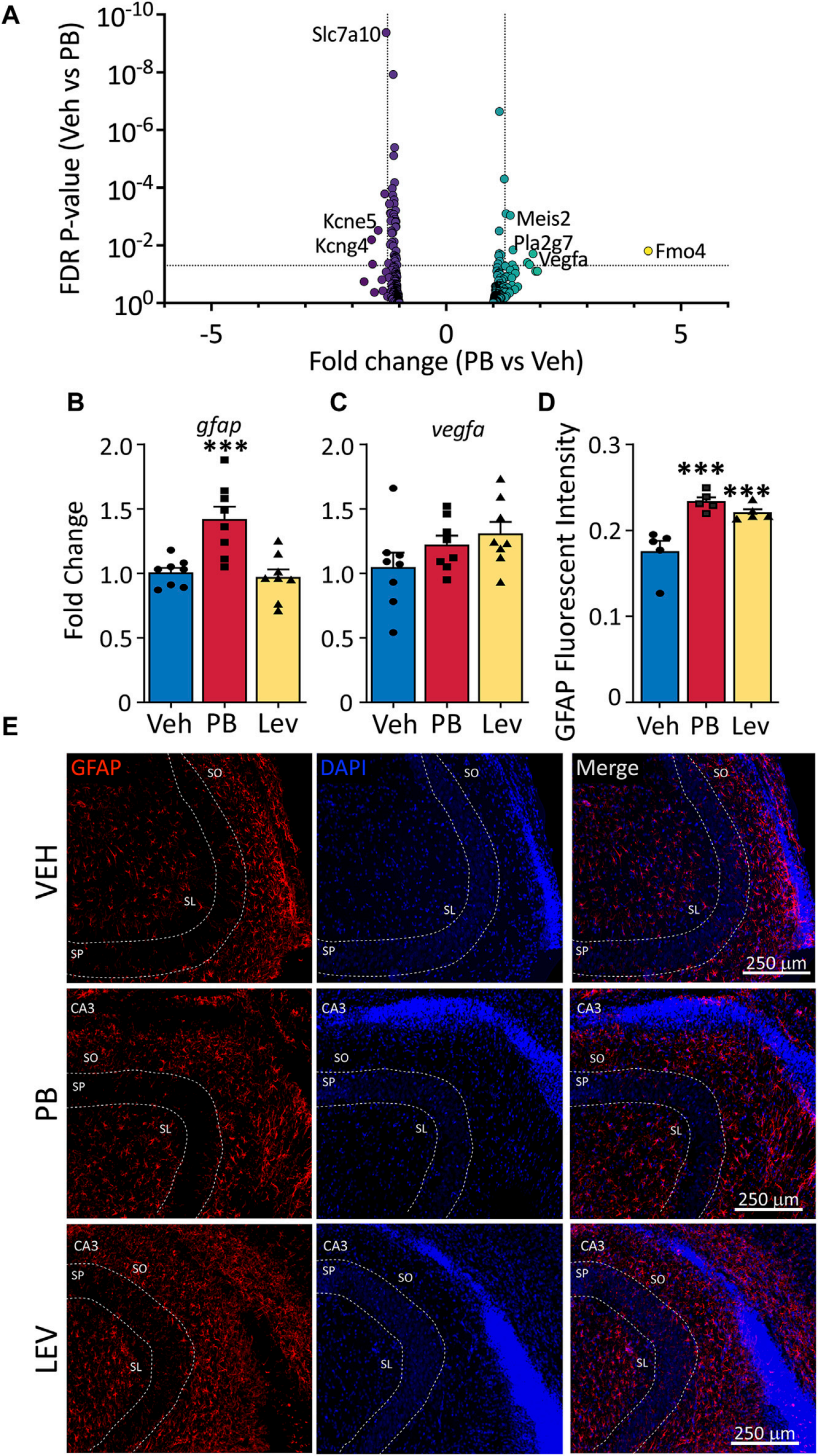
Altered astrocytic marker expression following ASM treatment. **(A)** Volcano plots of astrocyte associated genes. Transcripts of *vegfa* were found increased in both PB and LEV treated animals. **(B)** qPCR for *gfap* showed that it was increased in PB treated (One Way ANOVA *p*-value = 0.0003, F_2, 21_ = 12.15, adj. *p*-value = 0.001) but not in LEV treated animals. While *vegfa* **(C)** mRNA levels were unchanged in both treatment groups (One Way ANOVA *p*-value = 0.163, F_2, 21_ = 1.978). **(D,E)** Representative photomicrographs of GFAP (left column) and DAPI (middle column) staining in the CA3 in animals treated with vehicle (top row), PB (middle row) and LEV (bottom row). Fluorescent intensity analysis showed that animals treated with both PB and LEV have increased levels of GFAP^+^ cells when compared with vehicle treated animals (One Way ANOVA *p*-value = 0.0007, F_2, 12_ = 14.19, VEH vs. PB adj. *p*-value<0.001 and VEH vs. LEV adj. *p*-value<0.005). SP = stratum pyramidale, SO = stratum oriens, SL = stratum lacunosum-moleculare.

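After LEV, the non-coding Vegfa transcript had a normalized count of 45.6 ± 30.1 (SD, n = 14), a log2 fold change from VEH of 0.97 (standard error 0.29, unadjusted p = 0.00201, adjusted p = 0.53, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Variant 7, which was not tested for its low counts, had 5.41 ± 2.73 after LEV, close to its VEH count.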

We assessed *gfap* transcript levels by qPCR (One Way ANOVA, F_2,21_ = 12.15, *p*-value = 0.0003) and found group differences that were driven by a significant increase in the PB exposed animals (Figure 6B). 

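Gfap (chromosome 10 of rn6, 90990762 to 90999436) had a normalized count of 9770.5 ± 1659 (SD, n = 14) after PB, 7741 ± 896 (n = 13) after VEH and 7555 ± 605 (n = 14) after LEV. Between PB and VEH the fold change was 1.252 (log2 fold change 0.32, standard error 0.06, adjusted p = 0.00241, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just over the limit of 1.25, and 12 of 14 PB animals lay above the VEH mean of their series. It passed both limits in 25 of the 41 fits that each left out one animal and in 10 of 16 alternatives, over which its adjusted p ranged from 4.60e-05 to 0.559. The change was 0.15 in animals 1 to 6 and 0.46 in animals 7 to 14. Between LEV and VEH it was -0.04 (standard error 0.06, adjusted p = 0.974, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).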

While in our DESeq analysis, this transcript fell just below the cutoff for fold change (1.24) the *p*-value was highly significant (*p*-value = 5 × 10^−5^), consistent with our qPCR results (*p*-value = 0.0011, Holm-Sidak corrected). LEV did not differ from VEH for *gfap* transcript levels (*p*-value = 0.72).

We found no differences in drug treatments overall on the levels of *vegfa* (One Way ANOVA, F_2,21_ = 1.98, *p*-value = 0.163; Figure 6C), however this could be due to different transcript variants targeted by PCR amplification (PCR amplicons; NM_001110333, NM_031836, NM_001110334, NM_001110335 and NM_001110336). To identify if altered *Gfap* transcript levels observed in our DESeq analysis resulted in dysregulated GFAP expression in cells, we performed immunofluorescence staining for GFAP in the hippocampus (Figures 6D, E). We used relative fluorescent intensity as a measure of GFAP expression across three regions; the CA1, CA3 and dentate gyrus/hilar regions of the hippocampus, and found an overall effect of drug treatment on GFAP expression by one-way ANOVA (F_2, 12_ = 14.19, *p*-value = 0.0007). Both PB and LEV treated animals had increased fluorescent intensity of GFAP when compared to VEH animals (*p*-value’s = 0.0005 and 0.0019, Holm-Sidak adjusted, respectively).

### 3.7 Oligodendrocyte-enriched genes

In addition to induction of neuronal apoptosis following PB exposure in neonatal animals (Bittigau et al., 2002), profound oligodendrocyte apoptosis has also been observed in developing white matter (Brambrink et al., 2012; Creeley et al., 2013; Creeley et al., 2013; Creeley et al., 2014; Ikonomidou et al., 2019). Interestingly, opalin (also referred to as TMEM10), an oligodendrocyte transmembrane protein, was the transcript with the fifth largest absolute fold change following PB exposure (Fold Change: -2.69; *p*-value <0.001). 

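Opalin (chromosome 1 of rn6, 260324028 to 260341678) had a normalized count of 7.28 ± 8.11 (SD, n = 14) after PB, 19.6 ± 17.1 (n = 13) after VEH and 26.0 ± 12.1 (n = 14) after LEV. The log2 fold change between PB and VEH was -1.39 (standard error 0.41, adjusted p = 0.0339, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 12 of 14 PB animals lay below the VEH mean of their series. Among the 79 differentially expressed transcripts its absolute change was the third largest. The spread within the VEH group was close to the size of its mean, and Opalin passed in 32 of the 41 fits that each left out one animal, over which its change lay between -1.69 and -1.08. Between PB and LEV the log2 fold change was -1.85 (standard error 0.39, adjusted p = 0.00496, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).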

Opalin is enriched in myelin and its expression is upregulated during oligodendrocyte differentiation. We evaluated, as with neuronal and microglial gene lists, a gene list for oligodendrocytes (Supplementary Table S1) in animals treated with PB as compared to VEH (Figure 7A). Of these transcripts, three were differentially expressed: *Opalin*, *Cdkn1c, and Cndp1*. 

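The oligodendrocyte list holds 105 transcripts of 92 genes, all of which were tested. Opalin was the only 1 to pass both limits between PB and VEH, also adjusted over the list alone, and 23 had an unadjusted p under 0.05. Cdkn1c (chromosome 1 of rn6, 216661067 to 216663722) had a normalized count of 244 ± 79.3 (SD, n = 14) after PB and 179 ± 71.3 (n = 13) after VEH, a log2 fold change of 0.47 (standard error 0.15, adjusted p = 0.0613, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cndp1 (chromosome 18, 81466717 to 81489770) had 77.4 ± 19.7 after PB and 60.9 ± 10.5 after VEH, a log2 fold change of 0.33 (standard error 0.11, adjusted p = 0.0641, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For both, 11 of 14 PB animals lay above the VEH mean of their series. Over their 16 alternatives the adjusted p of Cdkn1c ranged from 0.0257 to 0.589 and that of Cndp1 from 0.0419 to 0.475. Of the 105 transcripts, 54 were higher and 51 lower after PB, and the set gave no shift with an adjusted p under 0.05 (camera, adjusted p = 0.751).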

No transcripts from the list were differentially expressed in LEV exposed animals, so no volcano plot is shown.

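Between LEV and VEH 0 of the 105 transcripts passed, 13 had an unadjusted p under 0.05, and the smallest adjusted p was 0.687 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a set the list was higher after LEV (camera, adjusted p = 0.0255), with 65 transcripts higher and 40 lower, which did not hold under fry (adjusted p = 0.310) or with an estimated correlation (adjusted p = 0.349).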

**FIGURE 7:**
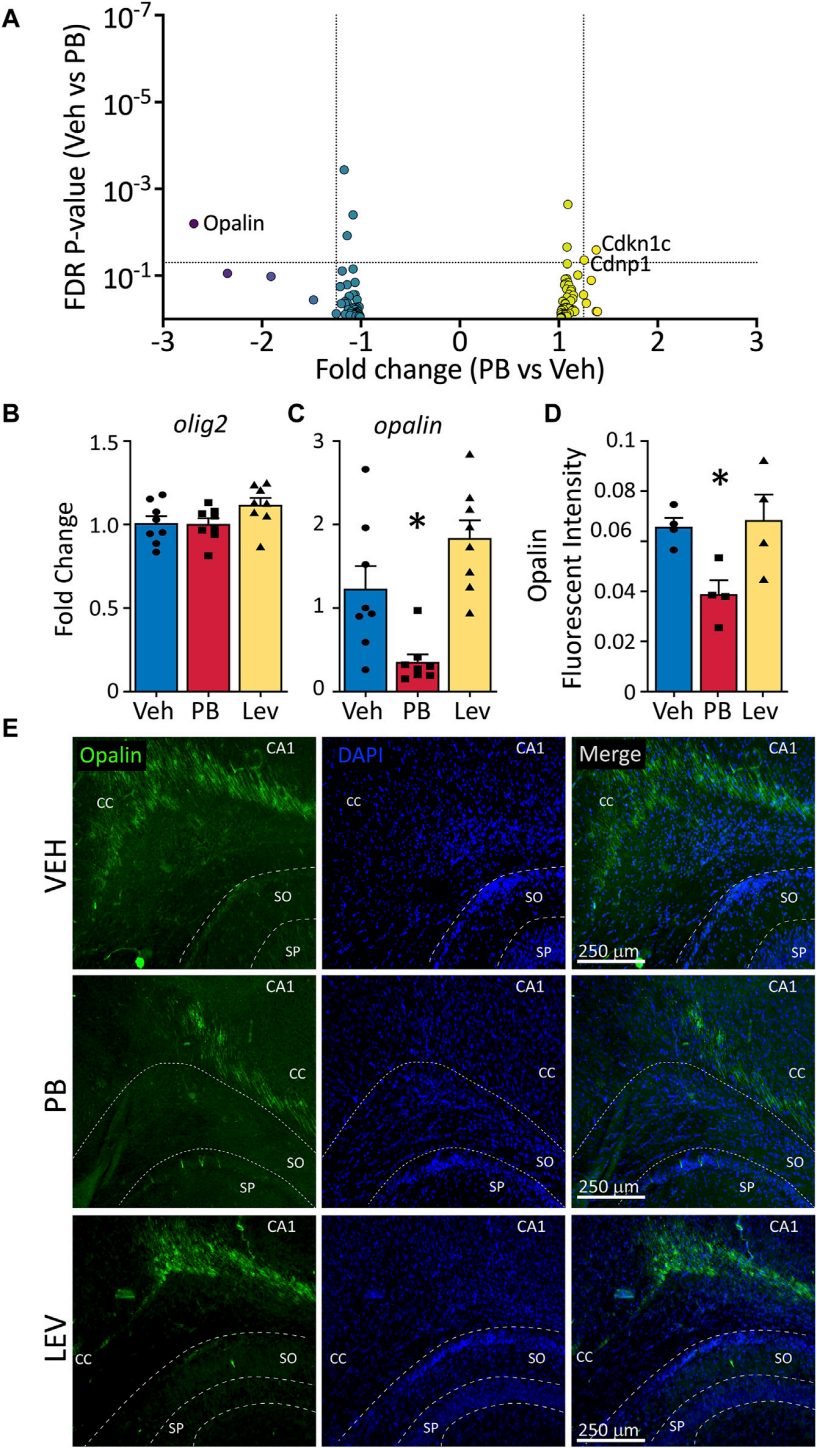
Decreased opalin expression in PB treated animals. **(A)** Volcano plots of oligodendrocyte associated genes. **(B)** The mRNA levels of *olig2* were unchanged in both PV and LEV treated animals when analyzed by qPCR (One Way ANOVA *p*-value = 0.4, F_2, 33_ = 0.94), however we observed a significant decrease in the levels of **(C)** *opalin* in PB treated animals when compared to vehicle (One Way ANOVA *p*-value = 0.0003, F_2,21_ = 12.51. adj. *p*-value = 0.02) **(D,E)** Representative photomicrographs of opalin (left column) and DAPI (middle column) staining in the corpus collosum in animals treated with vehicle (top row), PB (middle row) and LEV (bottom row). Reduced levels of opalin^+^ fluorescent intensity in the CC of animals treated with PB when compared to vehicle (One Way ANOVA *p*-value = 0.0106, F_2, 10_ = 7.416, VEH vs. PB adj. *p*-value = 0.02 Holm-Sidak corrected). SP = stratum pyramidale of CA1, SO = stratum oriens of CA1. CC = corpus callosum.

We assessed levels of *olig2* by qPCR and found no differences across treatment groups (One Way ANOVA, F_2,33_ = 0.94, *p*-value = 0.40; Figure 7B); by contrast *opalin* differed significantly (One Way ANOVA, F_2,21_ = 12.51, *p*-value = 0.0003; Figure 7C). This effect was driven by a significant decrease in *opalin* transcript levels in the PB exposed group (adj. *p*-value = 0.0146, Holm-Sidak corrected). The LEV group did not differ from the VEH exposed group, although there was a non-significant trend toward increase *opalin* levels in the LEV condition (adj. *p*-value = 0.055). When we assessed Opalin fluorescent intensity, we again found a difference between groups (One Way ANOVA, F_2,10_ = 7.41, *p*-value = 0.0106; Figures 7D, E), which was driven by a decrease in intensity in the PB exposed group (adj-p-value = 0.02, Holm-Sidak corrected) as compared to the VEH group. LEV exposure did not alter opalin immunofluorescence (adj. *p*-value = 0.081).

### 3.8 Longer-term gene expression profiles

For the transcripts we found to be dysregulated by qPCR in the above experiments, we separately assessed their relative abundance in PB- or LEV-exposed animals 3 months after exposure. *Gfap, opalin and cd68* did not differ across treatment groups at 3 months post exposure. To our surprise, and differing from what we observed 3 days after exposure, *pvalb* was *increased* in the LEV-treated group compared to vehicle or PB exposure, and the PB-treated group did not differ from controls. *Gad1* transcript levels remained lower in the PB-treated group 3 months after drug exposure, consistent with the pattern observed 3 days after exposure (see Supplementary Figure S1 for results and statistics).

## 4 Discussion

The choice of anti-seizure medication for use in pregnancy and infancy is complicated by concerns of long-term effects on the developing brain. However, the mechanisms linking acute drug exposure to lasting changes in synaptic function, behavior, and cognitive outcome remain obscure. Here, we examined the two commonly used ASMs for the treatment of neonatal seizures, PB and LEV for effects on the hippocampal transcriptome. PB has well-established neurodevelopmental effects, whereas LEV is commonly thought to be safer. Consistent with this general notion, we found a robust change in the hippocampal transcriptome 72 h after a single exposure to PB: 124 transcripts were differentially expressed in PB-exposed animals compared to vehicle controls. By contrast, only 15 transcripts were differentially expressed in LEV-exposed animals. We followed this analysis with profiling of GABAergic neurons, microglia, astrocytes and oligodendrocytes, and for each cell type found markers that were differentially impacted at the transcript and/or protein level following PB exposure.

The changes we found outlasted the acute drug exposure (P7)—for PB ∼6 half-lives passed between treatment and tissue collection (Dingemanse et al., 1989), a point at which only ∼1% of the drug is expected to remain. These changes thus may provide a link between acute drug administration and disrupted synaptic development that we have previously reported following PB exposure. For example, P7 exposure to PB disrupts the maturation of inhibitory and excitatory synapses in the striatum and inhibitory synaptic development in hippocampus. In both regions, these effects are evident well after drug is eliminated. In striatum, this effect was manifest by a decrease in inhibitory postsynaptic current (IPSC) frequency (Forcelli et al., 2012a), whereas in the hippocampus we found an initial increase in IPSC frequency, followed by a reduced IPSC frequency at later ages indicating impaired maturation (Al-Muhtasib et al., 2018). In hippocampus, we also observed an increase in tonic GABA currents, and a long-lasting perseverance of giant depolarizing potentials, which are large GABAergic events that are normally absent by the second postnatal week (Al-Muhtasib et al., 2018). Along these lines, it is noteworthy that we identified altered expression of somatostatin, vasoactive intestinal peptide, and parvalbumin transcripts, each of which label populations of GABAergic interneurons in the hippocampus (Pelkey et al., 2017). Moreover, we found that Gpr83, a g-protein coupled receptor that binds the neuropeptide PEN (and may bind neuropeptide Y, as well), which is enriched in parvalbumin interneurons in the amygdala (Lueptow et al., 2018; Fakira et al., 2021). 

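Gpr83 (chromosome 8 of rn6, 13365583 to 13376072) had a normalized count of 221 ± 33.6 (SD, n = 14) after PB, 285 ± 40.4 (n = 13) after VEH and 251 ± 31.5 (n = 14) after LEV. The log2 fold change between PB and VEH was -0.37 (standard error 0.08, adjusted p = 0.00360, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 13 of 14 PB animals below the VEH mean of their series, and it was similar in animals 1 to 6 (-0.39) and 7 to 14 (-0.36).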

While PEN expression has been reported in the hippocampus, it is unknown what cell types it co-localizes with. Together, these changes suggest that PB impacts inhibitory neurotransmission, and raise the possibility that these changes could in turn, impact PB efficacy–reduced parvalbumin neurons, for example, would be expected to worsen epilepsy outcomes. 

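Pdyn, which encodes pro-dynorphin (chromosome 3 of rn6, 122194329 to 122206672), had a normalized count of 176 ± 41.3 (SD, n = 14) after PB, 240.1 ± 35.2 (n = 13) after VEH and 222 ± 23.3 (n = 14) after LEV. The log2 fold change between PB and VEH was -0.45 (standard error 0.09, adjusted p = 0.00383, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 14 of 14 PB animals lay below the VEH mean of their series. Pdyn passed both limits in each of the 41 fits that left out one animal.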

Suggesting that not only inhibitory transmission may be altered, but also function of excitatory cells, we noted a change in transcript levels for pro-dynorphin, which is enriched in dentate gyrus granule cells in the hippocampus (Chavkin et al., 1985).

Programmed cell death, which is a natural part of postnatal brain development, eliminates neurons that do not establish appropriate synaptic connections. Drugs, such as PB, exacerbate this process, significantly increasing the number of degenerating cells. Microglia play a critical role in the phagocytosis of neurons that undergo programmed cell death (Ferrer et al., 1990; Bessis et al., 2007; Schafer and Stevens, 2015), in fact developmental cell death in the hippocampus requires functional microglial (Wakselman et al., 2008). Neuronal apoptosis drives dynamic changes in microglial states in the retina–and prevention of cell death interestingly *downregulates* cd68 (Anderson et al., 2022). We observed the opposite pattern with PB exposure–CD68 was upregulated at both the transcript and protein level. This effect was not observed in LEV exposed animals, consistent with the induction of cell death by PB, but not by LEV. The impact of prolonged elevation of CD68 beyond the acute injury (the peak detection of degenerating cells after PB exposure is ∼24 h), remains unstudied, but given the role for CD68-positive microglia in synaptic pruning (Schafer et al., 2012), raises the possibility that microglial activation may contribute to long-term circuit changes after PB exposure. Assessment of microglial morphology and “activation” state following PB exposure may thus be of future interest.

Interestingly, we observed increased GFAP immunoreactivity–indicative of astrocytosis–in both PB and LEV treated animals, although at the transcript level GFAP was increased only after PB exposure. The functional significance of this increased astrocyte activation is unknown–astrocyte activation is associated with both acute damage responses and repair/plasticity responses to injury (Yang and Wang, 2015). Moreover, why Lev treated animals have increased reactivity to GFAP immunofluorescence, with no detected changes in gfap transcripts remains unclear. We identified an increase in complement C3 after PB exposure (1.37 FC; *p*-value = 0.04), and astrocytes are a major source of C3 in the brain (Pekna and Pekny, 2021), furthermore C3 may be an important component of astrocyte-microglial cross signaling during states of brain damage. 

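C3 (chromosome 9 of rn6, 9721137 to 9747085) had a normalized count of 41.8 ± 13.5 (SD, n = 14) after PB and 29.7 ± 8.52 (n = 13) after VEH. The fold change was 1.37 (log2 fold change 0.46, standard error 0.16, adjusted p = 0.0807, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 12 of 14 PB animals above the VEH mean of their series. C3 passed both limits in 1 of its 15 alternatives, over which the adjusted p ranged from 0.0444 to 0.690. These counts come from whole hippocampus and do not assign the transcript to a cell type.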

While it is uncertain if the elevated C3 transcript levels we detected is astrocytic in origin, it is worth noting that astrocyte C3 plays an important role in dendritic spine pruning (Lian et al., 2015) and has both putative protective and neurotoxic roles (Pekna and Pekny, 2021). Along these lines, while astrocytes do not appear to undergo programmed cell death, or display increased activation after exposure to isoflurane, an anesthetic agent, this has not been evaluated for anti-seizure medications (Brambrink et al., 2012). However, in astrocyte-neuron co-culture experiments, astrocytes were proposed to play a *critical* role in apoptosis triggered by inhibition of neuronal activity (Shute et al., 2005). In culture, as *in vivo*, ethanol, sodium channel blockers, and NMDA receptor antagonists trigger apoptosis in hippocampal neurons; reducing astrocytes in the cultures protected against this neuronal cell death, and treating cultures with astrocyte conditioned media increased cell death. While the authors of this study determined that there was a heat-labile component of astrocyte conditioned medium that was responsible for this effect, the identity of this signal remains unknown (Shute et al., 2005). 

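The count table lists 14 Vegfa transcripts, of which 12 were tested and 9 have the same values as another. All 12 were higher after PB, with log2 fold changes from 0.11 to 0.93, 0 passed both limits and 3 had an unadjusted p under 0.05. The smallest adjusted p was 0.0962 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In animals 1 to 6 alone 2 of them fell by 0.37. With the counts summed over the transcripts of the gene, the log2 fold change was 0.15 and the adjusted p 0.00290 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the limit on the fold change.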

Finally, the increase in Vegf transcripts we detected in our DESeq analysis suggests that blood-brain-barrier and microvascular function merits further investigation after early-life exposure to PB.

In addition to neuronal apoptosis, neonatal drug exposure (including to PB) is associated with increased apoptosis in the developing white matter (Kaushal et al., 2016), predominantly due to apoptosis of immature oligodendrocytes (Brambrink et al., 2012; Ikonomidou et al., 2022). The apoptosis (following anesthesia) preferentially impacts immature oligodendrocytes (O4-positive) (Brambrink et al., 2012); and O4-positive immature oligodendrocytes express opalin at high levels. During periods of brain growth, immature oligodendrocytes require electrical activity of axons to regulate proliferation/oligodendrogenesis (Barres and Raff, 1993), myelination (Gibson et al., 2014), oligodendrocyte precursor survival (Hill et al., 2014), and axon selection (Hines et al., 2015). Similar findings suggest that synaptic vesicle release from neurons is necessary for normal myelination (Mensch et al., 2015). While speculative, it is thus possible that disruptions in the oligodendrocyte linage (consistent with decreased opalin expression), may be a secondary consequence of neuronal inhibition by anti-seizure medications. The degree to which myelination recovers, and the long-term consequences of impaired early myelination after anti-seizure medication exposure remain to be examined.

The only other omics-based study to assess drug toxicity after early-life exposure to PB used a proteomic approach (Kaindl et al., 2008) and identified 45 peptides that were acutely or chronically altered by PB exposure on P6. Of the 45 peptides, two overlap with the transcripts we identified here: parvalbumin, which was identified in our transcriptomic analysis, and GFAP, which was identified in our qPCR/histological analysis. The prior study identified a range of transcripts that were involved in oxidative stress and apoptosis, cell cycle function, and neurite outgrowth. While we did not identify any of the same hits in our transcriptomic analysis, we did note an upregulation of the Foxp2 transcription factor by PB exposure. This transcription factor is strongly associated with speech and language disorders in humans, and it coordinates a gene network that modulates neurite outgrowth (Vernes et al., 2011). Similarly, we found increased transcript levels for Disc1, a gene associated with schizophrenia after PB exposure. 

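Foxp2 (chromosome 4 of rn6, 41364441 to 41942024) had a normalized count of 65.6 ± 16.1 (SD, n = 14) after PB, 44.8 ± 14.6 (n = 13) after VEH and 59.4 ± 20.1 (n = 14) after LEV. The log2 fold change between PB and VEH was 0.55 (standard error 0.17, adjusted p = 0.0505, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 13 of 14 PB animals above the VEH mean of their series. Foxp2 passed both limits in 7 of 16 alternatives, over which its adjusted p ranged from 0.0142 to 0.264.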

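Disc1 (chromosome 19 of rn6, 57820260 to 58066156) had a normalized count of 33.4 ± 5.69 (SD, n = 14) after PB and 24.8 ± 6.46 (n = 13) after VEH. Disc1 rose by 0.44 on the log2 scale (standard error 0.14, adjusted p = 0.0584, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 12 of 14 PB animals above the VEH mean of their series. It passed both limits in 2 of its 15 alternatives, over which its adjusted p ranged from 0.0409 to 0.701.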

Disc1 is critical for neuronal differentiation, migration, and axon/dendrite targeting and growth (Soares et al., 2011). Interestingly, some phenotypes associated with early-life PB exposure are shared with schizophrenia, including impaired sensorimotor gating (Forcelli et al., 2012b; Gutherz et al., 2014), and we have previously reported additive toxicity of PB in the neonatal ventral hippocampal lesion model of schizophrenia (Bhardwaj et al., 2012). Finally, we also noted an increase in Cdkn1a (p21), a cell cycle inhibitor which has been associated with senescence/quiescent cell fates (Jurk et al., 2012; Gillispie et al., 2021), which may impact cell recovery after drug exposure induced injury.

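Cdkn1a (chromosome 20 of rn6, 6348422 to 6358865) had a normalized count of 134 ± 33.1 (SD, n = 14) after PB, 107 ± 18.4 (n = 13) after VEH and 134 ± 30.7 (n = 14) after LEV. The fold change between PB and VEH was 1.249 (log2 fold change 0.32, standard error 0.12, adjusted p = 0.0910, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 12 of 14 PB animals above the VEH mean of their series. Over 16 alternatives its adjusted p ranged from 0.0417 to 0.479, and it passed both limits in 1. The PB and LEV counts did not differ (adjusted p = 0.993, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).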

There are several caveats to our present study. First, because our transcriptome-wide assessment was performed 72 h after drug exposure, it remains unclear which, if any of these changes are persistent beyond this period. Of the 5 transcripts we examined 3 months after exposure, *gad1* displayed the same profile as early after exposure (decrease with PB). *Pvalb* was increased in the LEV-treated group at 3 months, but not 3 days, and the decrease observed in the PB treated group at 3 days was absent at 3 months. The other three transcripts (*cd68, opalin, gfap*) each of which were dysregulated by PB at 3 days, did not differ between groups at 3 months. That said, even brief disruptions to developmental processes may set off long-lasting alterations. Moreover, we only evaluated transcript levels at 3 months, not protein expression, and these may be decoupled. Furthermore, we examined only a small set of transcripts at 3 months. Future studies examining later timepoints are therefore warranted. Second, while our focus was on the developing brain, it is unclear which, if any of these transcriptomic changes would also be observed in adult animals treated with AMSs. However, the functional significance of these changes may also differ dramatically between the neonatal and adult brain, as again, brief disruptions to function during development can alter the trajectory of brain development. Third, the present study was conducted in seizure-naïve animals; in a clinical setting these drugs are unlikely to be given to neonates in the absence of seizures or other pathology. However, these findings are also likely relevant to exposure *in utero* as the postnatal day 7 rat models a time range approximately equivalent to the end of the third trimester of pregnancy through early infancy in humans. The degree to which drug exposure interacts with a history of seizures is of clear relevance and is the topic of another ongoing study in our laboratory.

Here we present a transcriptomic profile comparing the effects of early life exposure to the two most common anti-seizure medications used to treat neonatal seizures. PB, is associated with acute neurotoxicity, impaired synaptic development, and long-term behavioral changes, induced changes in gene expression in 124 transcripts; LEV, avoids these toxicities in the developing brain and showed changes in only 15 transcripts. The transcript domains impacted centered around neuroactive receptor-ligand interactions, and transcripts linked to neurons, microglia, oligodendrocytes, and astrocytes. Together these data may provide a link between acute early life toxicity and lasting changes in brain function after exposure to PB.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247577.

How the deposited data were processed for this re-analysis (not part of the article)

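Hippocampal RNA of 42 rat pups was sequenced, 1 library per animal, 14 each given vehicle (VEH), phenobarbital (PB, 75 mg/kg) or levetiracetam (LEV, 200 mg/kg) on postnatal day 7, with tissue taken 72 hours later. One VEH animal that the study excluded was left out, so that 13 VEH, 14 PB and 14 LEV animals were analysed. The authors removed adaptor and low-quality reads, aligned the rest to rn6 and estimated counts per RefSeq transcript with the Partek E/M algorithm. The deposited counts are these estimates before normalization. The authors' deposited table of comparisons holds, per transcript, DESeq2 p values, p values adjusted by Benjamini-Hochberg, signed fold changes of vehicle against drug (scores computed by the authors from the ratio of the group means, as deposited) and group means on the scale of normalized counts. The direction was turned round here so that a positive value is higher after the drug.

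The estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Normalization was by TMM, with effective library sizes from 9588079 to 13786159, and filterByExpr with the treatment as group kept 13062 of 15516 transcripts. One model held the 3 groups and, as an additive term, the series of the sample codes (animals 1 to 6 against animals 7 to 14 of each group), the only batch-like label given. The PB and VEH, LEV and VEH, and PB and LEV groups were compared with glmQLFit and glmQLFTest at default settings, with Benjamini-Hochberg adjustment over all tested transcripts. An adjusted p under 0.05 with a fold change of at least 1.25 counted as differential expression. The same test was applied to simulated counts with 200 transcripts changed 2-fold, of which it found 192, and with no change between LEV and VEH, where it found 0. Smaller changes were not simulated. Normalized counts are the rounded counts scaled with the effective library sizes. Transcripts near the filter have few counts per animal, and the precision of their fold changes is given by the standard errors.

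The GABA neuron, microglia, astrocyte and oligodendrocyte lists are those of Supplementary Table S1, with repeated entries counted once, which leaves 88, 266, 440 and 105 transcripts. List members were counted among the differentially expressed transcripts, also adjusted over the list alone, and each list was tested as a set with camera of limma 3.58.1 on log2 CPM (prior count 2), adjusted over 4 lists and 2 drugs, with fry and an estimated correlation beside it. A further 12 lists of marker genes were written by hand for choroid plexus (a list read from the first principal component and a held-out list), ependyma and cilia, mature oligodendrocytes, oligodendrocyte precursors, immediate early genes, red blood cells, X-linked genes with a Y partner, skeletal muscle (a list of transcripts already seen and a held-out list), mitosis and immature neurons. The immediate early list was also tested without Fos and Npas4. Distances between animals were tested by PERMANOVA with 100000 permutations within the series, on values with the series removed by removeBatchEffect.

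The transcripts named in the text were taken from those the paper names for its RNA sequencing, the genes it measured by qPCR, the 5 differentially expressed transcripts with the smallest adjusted p in each comparison, and the 3 with the largest rise and the 3 with the largest fall for each drug. Other names were chosen after their values were seen. One transcript that the paper names is not reported here.

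The comparisons, the limits and the following alternatives were set before the data were examined: DESeq2 1.42.0 with and without its outlier handling and independent filtering, its size factors in edgeR, no filter, a mean of at least 50 counts, the transcripts of the authors' deposited table, no batch term, a batch-by-treatment term, subtraction of batch and batch-by-treatment effects from log2 values (offset 1) followed by DESeq2, each series alone, the animal number as a block, all 14 VEH animals, only the 2 groups compared, robust dispersion, counts summed per gene symbol, other limits, and each animal left out in turn. Another 3 alternatives were chosen after seeing the data: subtraction without an offset on the transcripts of the authors' deposited table, and the level of choroid plexus or of skeletal muscle transcripts as a covariate. The form without an offset was picked from 10 forms of the subtraction after they had been compared with the authors' deposited table. Every comparison of groups was repeated on 100 random splits of the animals, the real one included. KEGG enrichment, qPCR, immunofluorescence and behavior were not analysed here.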

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

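The tests of the depth of the library of VEH animal 1, of an effect of LEV in both series, of a lowering by PB and of single dissections for skeletal muscle, and of skeletal muscle as a source of the differences from PB, with the splits of animals 7 to 14, were chosen only after the result was seen. For outlying animals, 48 sets of 6 to 8 animals were examined, 3 held an animal past Dixon's 95% critical value, and chance gives 2.4.

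VEH animal 1, of a study of male pups, had an Eif2s3y count of 1, and the next lowest VEH animal of its series had 801. Its counts of the Y-linked Ddx3 and Usp9y were 0, but other VEH animals also reached 0 for Usp9y. These transcripts are not discussed by the paper. Low depth is argued against by its total of 13.7M counts, the second highest of the 14 VEH animals. If the animal were female, the X-linked partners Eif2s3 and Ddx3x would both lie above the other VEH animals, and 1 of them did. Eif2s3 was at 294 CPM (157 to 192 in the 12 other VEH animals) and Ddx3x at 394 (308 to 400). For the X-linked Usp9x, a transcript at 52.0 CPM lay above these animals (7.79 to 46.9) and another at 545 lay within their range (477 to 653). A female or exchanged animal and a male with lost Y-linked signal cannot be told apart. Ddx3x and a Usp9x transcript lie within the range of the other animals, and there is 1 such animal. Without it, 72 transcripts were differentially expressed between PB and VEH, and 66 of the 79 remained, which argues against this animal as the source of the PB result.

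LEV animal 7 had 1.06% of its counts in Rn18s (exact Clopper-Pearson 95% interval 1.05% to 1.06%, counting error only), against 0.580% in the next of LEV animals 7 to 14. Rn18s was lower in the other 7 animals of that set than in LEV animals 1 to 6, the lowest of which had 0.932%. Without LEV animal 7, 3 transcripts passed both limits between LEV and VEH, in place of 0. Differences in the removal of ribosomal RNA between libraries were not tested, and no biological explanation was tested.

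PB animal 2 lay at 30.8 on the second principal component, and the next of PB animals 1 to 6 at 4.10. Its 10 most abundant transcripts took 14.7% of its counts, the highest share of the 42 animals. Whether this share moves the component was not tested, and no biological explanation was tested. Without this animal 72 transcripts were differentially expressed between PB and VEH, 54 of them among the 79.

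On the first principal component, 19 of 19 held-out choroid plexus transcripts lay within the 5% of loadings on the side of Ttr. One of the 19 is on a list of Supplementary Table S1. The mean level of the 19 correlated with the component (Pearson's r = -0.990, Spearman's rho = -0.974, permutation p = 1e-05, the smallest that 100000 permutations can give), and without the 2 animals farthest from the median r was -0.989. Choroid plexus carried over in the dissection is a candidate explanation of this component, and the 19 transcripts had been listed before their loadings were seen. The mean level of the 19 did not differ between PB and VEH (permutation p = 0.268) or LEV and VEH (permutation p = 0.230). Against the other transcripts, camera with Benjamini-Hochberg adjustment placed the list higher after PB (adjusted p = 0.0362) and after LEV (0.000161), and fry did not (0.649 and 0.542). As the whole source of the PB result it is argued against, since 69 of the 79 transcripts remained differentially expressed with this level as a covariate. A change of choroid plexus itself stays open.

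Among 15515 transcripts with a count, 6 were higher in each of the 12 VEH and LEV animals 1 to 6 than in each of the other 29 animals, where chance gives 1.96e-06. All are skeletal muscle transcripts (Ckm, Atp2a1, Tnni2, one transcript of Tnnt3, Myh4 and Acta1). The mean normalized count of Ckm was 31.4 in VEH and 26.1 in LEV animals 1 to 6, 0.162 in PB animals 1 to 6 and 0 in VEH animals 8 to 14. A lowering by PB as the whole source is argued against by Myh4, which was at 50.1 in VEH animals 1 to 6 and at 4.64 in VEH animals 8 to 14, the level of the PB animals (4.45 and 4.15). Mylpf and Tnnc2, which are not among the 6, were at 11.1 and 14.4 in VEH animals 1 to 6 and at 3.58 and 4.72 in VEH animals 8 to 14. Muscle in single dissections is argued against by the 6 transcripts, which were found among all transcripts with a count and of which 2 (Ckm and Tnni2) had been listed as muscle transcripts before their values were seen. The normalized count of Ckm was at least 22.3 in VEH and 13.5 in LEV animals 1 to 6 and at most 2.18 in the other animals. Mylpf, Myl1 and Tnnc2 were not higher in each of the 12, with counts down to 5 for Mylpf and 3 for Tnnc2. What stays open is muscle carried over in unequal amounts in the dissection of these 12 animals, a difference in handling that the labels do not give. A test of the held-out muscle list for a fall after PB gave an adjusted p of 0.772 over both series (camera with Benjamini-Hochberg adjustment, median log2 fold change -0.08, 6 of 9 transcripts lower). In animals 1 to 6 the list was lower (camera p = 0.0254, fry p = 0.0252, with an estimated correlation p = 0.0621, all before adjustment, 5 of 9 transcripts lower) and in animals 7 to 14 it was not (camera p = 0.376), and this difference had a camera p of 0.0274 (adjusted p = 0.0711). By this list, muscle carried over and another fall of muscle transcripts cannot be told apart, because both would lower it and 8 of the 20 listed genes passed the filter. Pvalb, also expressed in muscle, kept 133% of its fall when the muscle level was a covariate (log2 fold change -1.11) and fell by 1.18 in animals 7 to 14, where Myh4 was low in all groups, which argues against muscle as its source. As the whole source of the PB result, muscle is argued against by animals 7 to 14, which alone gave 168 transcripts, 44 of them among the 79. Of 100 splits of these animals 1 gave as many, the real one, and the highest of the others gave 97. With the muscle level as a covariate, chosen after its values were seen, 96 transcripts were differentially expressed, of which 36 were among the 79 and 36 among the 124 of the paper. Of the other 43 of the 79, 10 were differentially expressed in animals 7 to 14 alone. For the remaining 33 the covariate cannot tell muscle and PB apart, because the level follows the drug in animals 1 to 6. Muscle carried over in VEH animals would make its transcripts lower after PB. It is therefore argued against for the 45 of the 79 that were higher. How many of the 33 were higher is not given.

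The effect of LEV differed between the series in 110 transcripts (batch-by-treatment term, adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1676 had an unadjusted p under 0.05. When the animals of each group were assigned to the series at random, 2 of 100 assignments gave as many, the real one included. The random assignments left the real series out of the model, so its effect added to their spread and could lower their counts. They therefore do not show how often chance alone gives 110. Slc4a4 changed by 1.01 and Kcnj10 by 0.84 more in animals 7 to 14 than in animals 1 to 6, and both were chosen after their values were seen. Of the paper's 15 transcripts 5 reached 50% of the larger change in both series, 12 had the same direction in both, and 3 (Slc4a4, one transcript of Slc1a2 and Rn18s) differed by the batch-by-treatment term (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 8 at an unadjusted p under 0.05. For the other 12 this term does not decide between an effect of LEV in both series and in one, since not passing does not show equal effects. The ratio of their changes has no spread of its own. In fits of each series alone, 10 of the 15 had an unadjusted p under 0.05 in animals 1 to 6 and 9 in animals 7 to 14 (edgeR's quasi-likelihood test). Some of the 15 therefore reached it in both series. Over all tested transcripts the LEV changes of the series correlated at r = -0.0827, and 77 of 100 relabelings within the series gave a value as high. In animals 1 to 6 the LEV change fell with the genomic span of the gene (Spearman's rho = -0.243), more strongly than in all but 2 of 100 relabelings, the real one included, while animals 7 to 14 gave 0.141 (44 of 100). A dependence on gene length within animals 1 to 6 is therefore a candidate explanation for a part of these changes. The labels do not give what the series stand for, so that an effect of LEV that depends on an order of animals or on a batch of libraries stays open as untested.

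For PB, 9 transcripts differed between the series by the same term, with 1450 at an unadjusted p under 0.05, and 1 of 100 random assignments gave as many, the real one. These assignments have the limit given for LEV. Atp2a1 and Myh4 are 2 of the 9. The PB changes of the series correlated at r = 0.187, and 10 of 100 relabelings were as high. Of the 124 transcripts of the paper, 123 had the same direction in both series and 83 reached 50% of the larger change in both. The 124 were picked in these same animals, which favors a shared direction.

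The direct comparison of PB and LEV, which the paper does not report, gave 76 differentially expressed transcripts. Of 100 random splits of these animals 1 gave as many, the real one. Of the other 99, 95 gave 0 and the highest gave 40. With the choroid plexus level as a covariate the count was 84 and 76 of the 76 remained, and with the muscle level it was 97 and 44 of the 76 remained, both chosen after seeing the data. As the whole source, muscle in LEV animals 1 to 6 is argued against by animals 7 to 14, which alone gave 59 transcripts, 28 of them among the 76, and 1 of 100 splits of these animals gave as many, the real one. Animals 1 to 6 alone gave 24, with 7 among the 76. Of the 32 that did not remain with the muscle level, 1 was differentially expressed in animals 7 to 14 alone. For the other 31 the covariate cannot tell muscle and a difference between the drugs apart, because the muscle level follows the drug in animals 1 to 6. Muscle carried over in LEV animals would make its transcripts lower after PB. It is therefore argued against for the 37 of the 76 that were higher. An effect of the drugs that differs stays a hypothesis.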

How the results depend on the processing

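The covariates and the subtraction without an offset were chosen after seeing the data, and the tests with them were chosen only after the result was seen. The cause of a change was not tested, unless it is given.

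The counts between PB and VEH (79) and between PB and LEV (76) stayed within 1.5 times of their value under most alternatives. Between PB and VEH the exceptions were 120 after subtraction of batch effects and DESeq2, 119 after subtraction without an offset, 17 in animals 1 to 6 alone and 168 in animals 7 to 14 alone, 704 with no fold limit and 15 with a limit of 1.5-fold, which the limits themselves explain. Between PB and LEV they were 36 with DESeq2's default filtering, 24 in animals 1 to 6, 34 with all 14 VEH animals, 117 after subtraction without an offset, 581 with no fold limit and 20 with the 1.5-fold limit. Between LEV and VEH the count of 0 (763 at an unadjusted p under 0.05) became 5 with either form of DESeq2, 1 with no filter, 1 with a mean of at least 50 counts, 5 with a batch-by-treatment term, 14 after subtraction, 15 after subtraction without an offset, 170 in animals 1 to 6, 6 in animals 7 to 14 and 1 with no fold limit.

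Of the lists after PB, the GABA neuron count of 3 became 1 with no batch term, 1 with only the 2 groups in the fit, 0 in animals 1 to 6, 6 in animals 7 to 14, 5 after subtraction, 5 with the muscle covariate, 24 with no fold limit and 1 with the 1.5-fold limit. The microglia count of 3 became 1 with DESeq2's default filtering, 1 with a mean of at least 50 counts, which tests fewer transcripts, 0 in animals 1 to 6, 6 in animals 7 to 14, 5 after either subtraction and 10 with no fold limit. The astrocyte count of 8 became 5 in animals 1 to 6, 40 with no fold limit and 1 with the 1.5-fold limit. The oligodendrocyte count of 1 became 2 with either form of DESeq2, 3 after either subtraction, 3 in animals 7 to 14, 6 with no fold limit, and 0 in animals 1 to 6, with a mean of at least 50 counts, the animal number as a block, only the 2 groups in the fit or the muscle covariate. After LEV the astrocyte count of 0 (55 at an unadjusted p under 0.05) became 1 with either form of DESeq2, 1 with a batch-by-treatment term, 4 after either subtraction and 36 in animals 1 to 6. In animals 1 to 6 the microglia and the oligodendrocyte counts after LEV, 0 with 13 at an unadjusted p under 0.05 for each, became 3 and 3.

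In the set tests, the adjusted p of the GABA neuron list after PB rose to 0.0549 with camera's estimated correlation. For the astrocyte list after LEV it rose to 0.1497 with fry and to 0.142 with the estimated correlation. For the oligodendrocyte list after LEV it rose to 0.310 with fry, 0.349 with the estimated correlation, 0.0541 with the animal number as a block (replicate block) and 0.0938 with one transcript per gene. In the distances (PERMANOVA, permutation p before adjustment), PB and VEH came to 0.00253, LEV and VEH to 0.042 and PB and LEV to 0.0115 with the animal number as a block. After Benjamini-Hochberg adjustment these were 0.00759, 0.042 and 0.01725, so that all 3 pairs passed. The labels do not say whether this number is the litter, and the permutations did not stay within it. These values are therefore not taken as evidence that the groups differ. PB and VEH came to a permutation p of 0.058 with all 14 VEH animals and of 0.146 with the 1000 most variable transcripts.

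Over the 41 fits that each left out one animal, the counts ranged from 52 (without PB animal 7) to 115 (without PB animal 5) for PB and VEH, from 0 to 4 (without VEH animal 4) for LEV and VEH, and from 39 (without PB animal 7) to 101 (without PB animal 5) for PB and LEV. After PB they ranged from 2 (without VEH animal 3) to 6 (without PB animal 5) for the GABA neuron list, from 3 to 5 (without VEH animal 6) for the microglia list, from 5 (without VEH animal 8) to 10 (without VEH animal 9) for the astrocyte list and from 0 (without VEH animal 14) to 3 (without PB animal 4) for the oligodendrocyte list. After LEV the lists stayed at 0 in these fits. Of the 79 transcripts, 62 passed in at least 30 fits, and of the 76 between PB and LEV 61 did and 29 passed in each fit.

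The direction of some transcripts reversed. Hfe after PB changed by 0.0674 with the animal number as a block and by 0.0124 with counts summed per gene, and between -0.38 and 0.11 over the fits that left out one animal. Hfe after LEV changed by 0.34 in animals 7 to 14 and by 0.21 with counts summed per gene, and between -0.28 and 0.21 over those fits. Olig2 after PB changed by -0.0122 and 2 Vegfa transcripts by -0.37 in animals 1 to 6. After LEV, a Slc1a2 transcript changed by 0.0646 and Slc4a4 by 0.0882 in animals 7 to 14, and Dnmt3a by -0.0163 with counts summed per gene. With the muscle covariate, which is built from them, Atp2a1 changed by 0.0135 and Myh4 by 0.10 after PB.

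Of 1538 values of named transcripts under the other alternatives 1310 stayed the same, 103 became weaker, 12 reversed and the rest became stronger, and of 3390 values in fits without one animal 136 became weaker, 88 stronger and 10 reversed. Animals with the same number were about as alike as others: the residuals of 40 pairs with the same number correlated at -0.0273 on average, and 244 pairs with other numbers at -0.0291. These residuals cover all tested transcripts, so a shared litter with an effect on a part of them is not excluded.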

Differences from the paper's values

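Between PB and VEH the paper gives 124 differentially expressed transcripts and 79 were found here. Of the alternatives set before the data were examined, DESeq2 without outlier handling or filtering, no filter, the transcripts of the authors' deposited table, subtraction of batch and batch-by-treatment effects followed by DESeq2, and animals 7 to 14 alone came within 1.5 times of the paper's count, and the other 13 did not. For the transcripts higher after PB, the paper gives 80 and 45 were found. Both forms of DESeq2, the subtraction, and animals 7 to 14 alone came within 1.5 times, and the other 14 did not. The subtraction gave 120 (78 higher and 42 lower).

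Between LEV and VEH the paper gives 15 (6 higher and 9 lower) and 0 were found (0 and 0), with 763 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, only the subtraction followed by DESeq2 came within 1.5 times, with 14 (6 and 8). Both forms of DESeq2 and the batch-by-treatment term gave 5, animals 1 to 6 alone 170 and animals 7 to 14 alone 6.

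For the lists, the paper gives 13 astrocyte transcripts after PB and 8 were found, with DESeq2's default filtering (9), the transcripts of the authors' deposited table (9), the subtraction (9) and animals 7 to 14 alone (12) within 1.5 times. The paper gives 5 microglia transcripts and 3 were found, with the subtraction (5) and animals 7 to 14 alone (6) within 1.5 times. The paper gives 3 oligodendrocyte transcripts and 1 was found, with both forms of DESeq2 (2), the subtraction (3) and animals 7 to 14 alone (3) within 1.5 times. The paper gives 4 astrocyte transcripts after LEV and 0 were found (55 at an unadjusted p under 0.05), with only the subtraction (4) within 1.5 times. Of the remaining alternatives set before the data were examined, the fit with no fold limit gave more than 1.5 times the paper's count after PB (40 astrocyte, 10 microglia and 6 oligodendrocyte transcripts), as did animals 1 to 6 alone for astrocyte transcripts after LEV (36), and the others gave fewer.

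Of 33 fold changes compared, 5 differed and 0 had another sign. The paper gives -8.98 for Hfe after PB and -9.31 after LEV, and -1.10 and -1.04 were found. For Fmo4 after PB the paper gives 4.30, and 1.14 was found. None of the alternatives set before the data were examined closed these gaps. For Ddx59 after PB the paper gives 5.15 and 3.03 was found, with both forms of DESeq2, the batch-by-treatment term, the subtraction and the animal number as a block within the error. For Dnmt3a after LEV the paper gives 2.48 and 2.02 was found, with both forms of DESeq2, the batch-by-treatment term, the subtraction, all 14 VEH animals, only the 2 groups compared, and robust dispersion within the error.

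Subtraction without an offset on the transcripts of the authors' deposited table, chosen after seeing the values, gave 119 transcripts after PB (77 higher and 42 lower), 15 after LEV (6 and 9), 10 astrocyte, 5 microglia and 3 oligodendrocyte transcripts after PB and 4 astrocyte transcripts after LEV. The same alternative, chosen after seeing the values, gave fold changes of -8.99 and -9.28 for Hfe, 4.24 for Fmo4, 5.35 for Ddx59 and 2.49 for Dnmt3a.

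Of the 124 transcripts of the paper, 73 were differentially expressed here, 119 were in at least one of 16 alternatives set before the data were examined that keep both limits, and 5 in none. The subtraction gave 115 of the 124, DESeq2 without outlier handling or filtering 91, the batch-by-treatment term 77, DESeq2 with its default filtering 76 and the transcripts of the authors' deposited table 76. Of the 15 after LEV, 14 were in at least one of them. The subtraction gave 14, animals 1 to 6 alone 9, both forms of DESeq2 5, the batch-by-treatment term 5 and animals 7 to 14 alone 3. The subtraction without an offset, chosen after seeing the values, gave 118 of the 124 and 15 of the 15.

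Of the transcripts the paper discusses after PB that did not pass both limits here, the subtraction followed by DESeq2 gave Vip, Chrna2, P2rx2, C3, Cd84, Paqr6, Septin1, Cplx3, Ddx59, Cdkn1c, Cndp1, Foxp2, Disc1, Cdkn1a and the non-coding Vegfa transcript. DESeq2 with its default filtering gave Vip, P2rx2, Cplx3, Cdkn1c, Cndp1, Foxp2 and the non-coding Vegfa transcript, and DESeq2 without outlier handling or filtering gave Vip, P2rx2, Cdkn1c, Foxp2 and Disc1. The batch-by-treatment term gave Vip, Chrna2, Cplx3 and Foxp2. A mean of at least 50 counts and counts summed per gene each gave Vip and Foxp2, and robust dispersion gave Foxp2. Animals 7 to 14 alone gave Lrrc9 and Cdkn1c. No filter and the transcripts of the authors' deposited table each gave Tnnt3, Ccrl2 and Vegfa variant 7. The covariates, chosen after seeing the values, gave Paqr6 (both) and Cplx3 (choroid plexus). Hfe, Fmo4 and Impg2 passed only in the subtraction without an offset, chosen after seeing the values, and Slc10a1 in none. Calb2, which the paper places under its fold limit, passed with all 14 VEH animals and with the choroid plexus covariate.

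The paper places Opalin at the fifth largest absolute change after PB, while it was the third largest among the 79 transcripts here. The legend of Figure 6 states that Vegfa rose in LEV animals as well, and 0 of the transcripts of the astrocyte list passed after LEV.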

Other observations

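The random splits for the count between LEV and VEH were chosen only after the result was seen.

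Of 100 random splits of the PB and VEH animals, the real one included, 2 gave as many differentially expressed transcripts as the 79 found. Of the other 99 splits 94 gave 0, the next highest gave 24 and the highest 96. The highest split kept 8 of the 14 PB animals in one group and did not follow the series, since that group held 8 animals of animals 7 to 14, as the PB group does. The test of the totals of PB and VEH found no difference in library size (permutation p = 0.364), which does not rule one out. For LEV and VEH the count of 0 decides nothing, since no split can give fewer (100 of 100), and 28 of 100 gave as many transcripts at an unadjusted p under 0.05 as the 763 found. For the list counts after PB, 1 split in 100 (GABA neuron), 1 (microglia), 1 (astrocyte) and 2 (oligodendrocyte) gave as many. For the set tests, 2 of 100 splits gave a p as small as that of the GABA neuron list after PB, 8 as small as that of the astrocyte list after LEV and 21 as small as that of the oligodendrocyte list after LEV, so the LEV results are within what other splits give.

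After subtraction of the batch and batch-by-treatment effects and DESeq2, 1 of 100 splits within the series gave as many transcripts for PB and 3 for LEV. Without an offset, chosen after seeing the data, these numbers were 1 and 3.

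The group means of the authors' deposited table were at least 2-fold apart from those of the deposited counts for 12 transcripts. In 75% of them (9) an animal had an estimated count under 0.1, against 0.760% of all 13294 transcripts. Subtraction of batch effects on a log scale with values near 0 is a candidate explanation, since nearly all were to have such an animal if it were the cause and 75% do, so by this test it and other treatments of low values cannot be told apart. After the subtraction without an offset, all 12 lay within 1.1-fold of the means in the authors' deposited table. For Hfe, the VEH mean in the authors' deposited table is 160, that of the normalized counts 18.8 and that after the subtraction without an offset 159. The highest VEH animal was at 52.1. For Fmo4 after PB these means were 41.2, 11.1 and 41.1, with the highest PB animal at 23.1. Both means in the authors' deposited table lie above every animal of the group, which argues against a plain mean of the counts for these 2 transcripts. Over 12987 transcripts the log2 fold changes here correlated with those of the authors' deposited table at r = 0.952 for PB and 0.931 for LEV, and the forms of the subtraction gave r = 0.999 for both without an offset and 0.966 and 0.948 with an offset of 1. Of the forms that kept the batch-by-treatment effects, the closest gave 0.956 and 0.927. The form without an offset, which was picked by this comparison, thus comes closest to the authors' deposited values.

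The 13 marker lists were tested for each drug with camera, adjusted by Benjamini-Hochberg over all 26 tests. Higher after PB were the held-out choroid plexus list (adjusted p = 0.0362, 18 of 19 transcripts raised), ependyma and cilia (0.000632, 13 of 13), mitosis (0.00147, 21 of 24) and immature neurons (0.0102, 8 of 10), and lower were the skeletal muscle transcripts already seen (0.000336, 3 of 3). Higher after LEV were both choroid plexus lists (0.00355 for the list read from the component and 0.000161 for the held-out one), ependyma and cilia (1.10e-06), mature oligodendrocytes (1.12e-07, 20 of 21), immediate early genes (4.24e-06, 16 of 20) and the same without Fos and Npas4 (0.000632, 14 of 18). Under fry the muscle transcripts (0.00116) and immature neurons (0.00116) after PB and the immediate early genes after LEV (0.0463) stayed under 0.05, and with an estimated correlation none did. The other lists after PB had adjusted p values of 0.0874 (choroid plexus, read from the component), 0.322 (mature oligodendrocytes), 0.482 (immediate early genes), 0.793 (the same without Fos and Npas4), 0.836 (X-linked genes with a Y partner) and 0.772 for oligodendrocyte precursors, red blood cells and held-out muscle. After LEV they were 0.129 (mitosis), 0.159 (X-linked genes), 0.206 (held-out muscle), 0.322 (precursors and red blood cells), 0.836 (muscle already seen) and 0.838 (immature neurons). Of their tested transcripts, the lists of Supplementary Table S1 hold 17 of 21 for mature oligodendrocytes, 9 of 16 for precursors, and 1 each for the held-out choroid plexus, ependyma, immediate early and immature neuron lists.

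Because immature neuron transcripts rose after PB (fry, p = 8.94e-05, median log2 fold change 0.17, with fry p = 0.0664 in animals 1 to 6 and 0.000163 in animals 7 to 14), a delay of maturation may be one explanation, which a change in the share of cells would give as well. The adjusted p was 0.0765 with an estimated correlation. For the immediate early genes after LEV, the list without Fos and Npas4 had a fry p of 0.0223, so a response of this class may extend past these transcripts, but the adjusted fry p was 0.145. It rests on animals 7 to 14 (fry p = 0.00221, with an estimated correlation p = 0.00409), since animals 1 to 6 had a fry p of 0.737, and the difference between the series had a camera p of 0.0665 and a fry p of 0.135. Over both series, more dividing cells after PB cannot be told apart from no change, because camera and fry part for the mitosis list (fry p = 0.0786). In animals 7 to 14 the list rose by each test (camera p = 1.32e-08, fry p = 0.00210, with an estimated correlation p = 0.0386, all before adjustment, 22 of 24 transcripts). For animals 7 to 14 these values argue against no change of the list. In animals 1 to 6 the list did not rise (camera p = 0.558, 11 of 24). The adjusted p of the difference between the series was 5.45e-06 by camera and 0.200 by fry. The precursor list after LEV was lower in animals 1 to 6 (fry p = 0.000131) and higher in animals 7 to 14 (fry p = 0.00458), a difference with an adjusted fry p of 7.15e-06. A loss of mature oligodendrocytes and less white matter in the tissue of PB animals cannot be told apart either, since over both series neither the mature list (camera p = 0.203) nor the precursor list (camera p = 0.653) moved past the spread. After PB the precursor list was higher in animals 7 to 14 (camera p = 0.0374, fry p = 0.00999, with an estimated correlation p = 0.0766, all before adjustment, 11 of 16 transcripts) and not in animals 1 to 6 (camera p = 0.0992, lower), a difference with an adjusted p of 0.00981 by camera and 0.0169 by fry.

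Of the genes measured by qPCR, Gad1 had a normalized count of 1745 ± 204 (SD, n = 14) after PB and 1949 ± 195 (n = 13) after VEH, a log2 fold change of -0.16 (adjusted p = 0.0605, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in 11 of 14 PB animals. Aif1 changed by -0.18 (adjusted p = 0.154, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in 10 of 14 and Olig2 by 0.05 (adjusted p = 0.591, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in 8 of 14. The most abundant Vegfa transcript had 813 ± 104 after PB and 754 ± 74.7 after VEH, a log2 fold change of 0.11.

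Within animals 1 to 6, 53 transcripts were higher and 11 lower in each VEH animal than in each of the 12 others, 21 and 15 in PB and 23 and 31 in LEV animals, where chance gives 0.836 each. Within animals 7 to 14 the numbers were 1 and 2 for VEH (chance 0.0633), 4 and 10 for PB and 0 and 0 for LEV (chance 0.0316).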
